# HCN4 gain-of-function mutation increases intrinsic heart rate and limits maladaptive remodeling under pressure overload

**DOI:** 10.3389/fphar.2026.1840832

**Published:** 2026-06-10

**Authors:** Konstantin Hennis, Julia Rilling, Linh Pham, René Rötzer, Chiara Piantoni, Yakun Wu, Nicolas Auerbach, Jürgen Groher, Daniela Kruck, Stefan Koplitz-Weißgerber, Christian Gruner, Andreas Scharr, Verena Mehlfeld, Martin Biel, Christian Wahl-Schott, Stefanie Fenske

**Keywords:** adaptive remodeling, gain-of-function mutation, HCN4, pacemaker channels, pressure-overload, sinoatrial node, sinus tachycardia

## Abstract

**Introduction:**

Gain-of-function (GOF) mutations in the cardiac pacemaker channel HCN4 have been associated with inappropriate sinus tachycardia in human patients. Chronic tachycardia is generally associated with adverse cardiac remodeling and cardiomyopathy, but whether enhanced HCN4 activity can induce or modulate such remodeling remains unknown. We aimed to investigate the influence of an HCN4 gain-of-function mutation on cardiac function and structure under baseline and pressure overload conditions.

**Methods and Results:**

We generated HCN4(Y527F) knock-in mice (HCN4F) carrying a GOF mutation in the C-linker of HCN4 channels, which shifts their activation curves to more positive potentials. Electrophysiological recordings confirmed increased channel availability at physiological membrane potentials. Telemetric ECGs and *in vivo* electrophysiological studies revealed an elevated mean and intrinsic heart rate, faster sinus node and atrioventricular conduction in HCN4F mice, but no spontaneous arrhythmias. In HCN4F mice, the heart rate histogram was truncated at lower heart rates, indicating fewer low-rate intervals and more frequent periods of elevated heart rate, while maximal heart rates remained comparable between the two phenotypes. Histological analysis did not reveal structural changes consistent with tachycardia-induced cardiomyopathy. Cardiac morphology, fibrosis, and contractility were indistinguishable between genotypes up to 12 months of age. Following transverse aortic constriction, both WT and HCN4F mice developed left ventricular hypertrophy, but HCN4F hearts exhibited less chamber dilatation, smaller left ventricular lumen, and preserved systolic function compared to WT. Gene expression and RNA-sequencing analyses revealed activation of a typical hypertrophic gene program in both genotypes, but distinct remodeling signatures.

**Discussion:**

The HCN4(Y527F) gain-of-function mutation increases intrinsic heart rate without inducing structural or functional deterioration. Under pressure overload, it even confers considerable protection against maladaptive dilatation and contractile dysfunction. These findings challenge the concept that persistent inappropriately elevated heart rate is necessarily detrimental and suggest that enhanced HCN4 activity may facilitate adaptive cardiac responses to stress.

## 1 Introduction

Hyperpolarization-activated cyclic nucleotide-gated (HCN) channels are key determinants of cardiac pacemaker activity. Among the four isoforms expressed in mammals, HCN4 is the predominant isoform in the sinoatrial node (SAN) of the heart, where it contributes to the funny current (I_f_) that drives diastolic depolarization and hence the generation of spontaneous pacemaker action potentials (APs) (Hennis et al., 2022a; Brown and Difrancesco, 1980; Biel et al., 2009). Loss-of-function mutations in HCN4 have been linked to a wide spectrum of cardiac disorders, including sinus node dysfunction and inherited bradycardia (for review see (Hennis et al., 2024)). But also more complex HCN4-associated arrhythmias have been described, including prolonged QT (Ueda et al., 2004), AV-Block (Zhou et al., 2014), Brugada syndrome (Ueda et al., 2009), early onset atrial fibrillation (Macri et al., 2014), and bradycardia-tachycardia syndrome (Duhme et al., 2013). Moreover, structural diseases like left-ventricular non-compaction cardiomyopathy have been linked to HCN channels (Milano et al., 2014; Yokoyama et al., 2018). Recently, gain-of-function mutations in HCN4 have been identified in patients. Such GOF mutations increase HCN4 channel availability by shifting activation to more positive potentials, thereby increasing heart rate manifesting clinically as inappropriate sinus tachycardia (IST), which is defined as a sinus heart rate >100 beats per minute at rest and a mean 24-h heart rate >90 beats per minute in the absence of secondary causes such as hyperthyroidism or anemia (Camara-Checa et al., 2023; Baruscotti et al., 2017; Bober et al., 2025).

Inappropriate sinus tachycardia has been reported to induce tachycardia-induced cardiomyopathy (TIC), a potentially reversible form of dilated cardiomyopathy resulting from sustained high heart rates (Winum et al., 2009; Sag et al., 2016; Romeo et al., 2011). Other arrhythmias more commonly associated with persistent tachycardia and the development of TIC include atrial flutter, atrial fibrillation, AV nodal re-entry tachycardia, ventricular extrasystoles, and ventricular tachycardia (Ellis and Josephson, 2013).

Given that HCN4 GOF mutations chronically elevate intrinsic heart rate, it might be hypothesized that such mutations could predispose to maladaptive cardiac remodeling including TIC. However, whether enhanced HCN4 activity *per se* is sufficient to trigger pathological remodeling or modify the cardiac response to hemodynamic stress remains unknown.

To address this question, we generated a knock-in mouse model carrying the HCN4(Y527 F) (hereafter HCN4F) GOF mutation in exon four of the Hcn4 gene which leads to increased channel activity and hence increased heart rates. Here, we used this model to test whether a chronic, HCN4-mediated increase in intrinsic heart rate is sufficient to induce structural or functional cardiac alterations, and whether it modifies the myocardial response to pressure overload. By combining *in vivo* and *ex vivo* analyses of cardiac electrophysiology, hemodynamics and morphology, we aimed to determine whether enhanced pacemaker activity predisposes to, or alters susceptibility towards, tachycardia-induced or pressure-induced remodeling. Surprisingly, our findings point towards an altered, and potentially protective, structural adaptation to hemodynamic stress, characterized by less ventricular dilatation and considerably preserved function.

## 2 Materials and methods

### 2.1 Animal model and ethical approval

All experiments were performed in accordance with institutional and national regulations and approved by the Regierung von Oberbayern (ROB, Munich, Germany). The study conformed to the Guide for the Care and Use of Laboratory Animals. The Hcn4(Y527 F) knock-in mouse line (HCN4F) was generated by targeted replacement of tyrosine 527 with phenylalanine in exon four of the Hcn4 gene. Mice were kept on a 12-h light/dark cycle with food and water *ad libitum*.

### 2.2 Heterologous expression in HEK293 Flp-In cells

WT and HCN4F channels were stably expressed in HEK293 Flp-In cells. Using a HEKA EPC10 amplifier and Patchmaster v2x90.2 (MCS GmbH), whole-cell patch clamp recordings were performed to determine steady-state activation curves, half-maximal activation voltage (V_0.5_), current densities, and the effect of intracellular cAMP (100 µM) on channel gating (Fenske et al., 2020). Data were analyzed using *OriginPro 2025 (OriginLab Corp.) and Fitmaster v2x90.2 (MCS GmbH)* software.

### 2.3 Telemetric ECG recordings

Continuous ECG recordings (60 h) were obtained in freely moving male WT and HCN4F mice (3 months old). Determined parameters included mean, minimum and maximum heart rate, and ECG intervals. Intraperitoneal administration of atropine (1 mg/kg BW) and propranolol (20 mg/kg BW) was used for autonomic blockade to determine intrinsic heart rate.

### 2.4 Langendorff-perfused isolated hearts

Hearts were excised and perfused retrogradely at constant pressure (80 mmHg). Spontaneous beating rate was determined from ECG recordings (Hennis et al., 2022b).

### 2.5 *In vivo* electrophysiological study (EPS)

*In vivo* EPS was performed under isoflurane anesthesia using a transvenous octapolar catheter introduced *via* the jugular vein into the right atrium and ventricle. Parameters determined included sinoatrial conduction time (SACT), sinus node recovery time (SNRT, cSNRT), atrioventricular nodal refractory period (AVNERP), atrial and ventricular effective refractory periods (AERP, VERP) (Hennis et al., 2022b).

### 2.6 Transverse aortic constriction

Pressure overload was induced in 10–12-week-old male mice by transverse aortic constriction (TAC) using a 27-G needle for calibration. Sham-operated controls were included. Hearts were analyzed 5 weeks post-surgery.

### 2.7 Pressure-volume loop analysis

Left ventricular pressure-volume loops were recorded in anaesthetized mice (13–15 months) using a Scisense 1.2 F Rodent pressure-volume catheter (Transonic Systems Inc.) connected to an ADV500 PV Loop System (Transonic Systems Inc.) and *LabChart 8 Pro* software (ADInstruments Ltd.). Data analysis in *LabChart* was carried out using the PV Loop analysis module. Parameters analyzed included end-diastolic and end-systolic volumes and pressures, dP/dt_max_, dP/dt_m_ᵢ_n_, time constant of diastolic relaxation τ, and ejection fraction.

### 2.8 Electrophysiology of isolated SAN cells

SAN cells were enzymatically digested from 8 to 12-week-old WT and HCN4F hearts. The SAN region was dissected and digested using a combination of collagenase B, elastase, and protease, followed by gentle mechanical dissociation. Isolated cells were kept in modified Kraft-Brühe solution for recovery before recording as described previously (Fenske et al., 2013; Fenske et al., 2016). Whole-cell and perforated-patch recordings were performed at 32 °C using a HEKA EPC10 amplifier and *Patchmaster v2x90.2* software (MCS GmbH). 100 μM cAMP was added to the intracellular solution as indicated. Data were analyzed using *OriginPro 2025 (OriginLab Corp.), Fitmaster v2x90.2 (MCS GmbH), and Clampfit* 10.5.2.6 (Molecular Devices, LLC.) software.

### 2.9 Electrophysiology of isolated ventricular myocytes

Ventricular myocytes were enzymatically isolated and their evoked action potentials recorded in current-clamp configuration as described previously (Fenske et al., 2011). Parameters determined included resting membrane potential and APD10/25/50/75/90. Repolarizing potassium currents (I_K_) were measured in voltage-clamp mode (Fenske et al., 2011). Whole-cell recordings were performed using a HEKA EPC10 amplifier and Patchmaster v2x90.2 software (MCS GmbH). Data were analyzed using *OriginPro 2025 (OriginLab Corp.), Fitmaster v2x90.2 (MCS GmbH), and Clampfit* 10.5.2.6 (Molecular Devices, LLC.) software.

### 2.10 Immunohistochemistry SAN cross sections

Cryosectioning and immunofluorescence staining of SAN tissue were performed as previously described (Fenske et al., 2020). SAN cross sections were stained with anti-HCN4 and anti-HCN1 antibodies, followed by FITC- and Cy3-conjugated secondary antibodies. Images were recorded using a Leica SP8 confocal microscope and analyzed using ImageJ (Schneider et al., 2012) to quantify fluorescence intensity (Fenske et al., 2013).

### 2.11 Whole-mount SAN preparation and immunofluorescence

Whole-mount SAN preparation and immunofluorescence stainings were performed as described previously (Fenske et al., 2013). Tissue was incubated with a guinea-pig polyclonal anti-HCN1 antibody (1:500; Alomone Labs) and rabbit polyclonal anti-HCN4 antibody (1:500; Alomone Labs). For the costaining, secondary antibodies Alexa555-conjugated anti-guinea pig (1:500; Invitrogen, Karlsruhe, Germany) and Alexa647-conjugated anti-rabbit (1:500; Invitrogen) were used. Immunofluorescent images were acquired using a Leica SP8 confocal microscope.

### 2.12 Histology

Hearts were fixed in 4% paraformaldehyde, embedded in paraffin, and sectioned coronally or transversally (Fenske et al., 2020). Sections were stained with hematoxylin and eosin or Sirius Red/Fast Green. Wall thickness (LV, RV, IVS), chamber cross-sectional areas, cardiomyocyte cross-section, and interstitial/perivascular fibrosis were quantified using light microscopy and ImageJ.

### 2.13 Quantitative PCR

Total RNA was isolated from left ventricular tissue. After reverse transcription, qPCR was performed for Nppa (ANP), Nppb (BNP), and Acta1. Expression levels were normalized to mALAS and shown relative to WT-Sham.

### 2.14 RNA sequencing (RNA-seq)

For RNA-seq, RNA isolated from LV tissue was used and sequenced on an Illumina platform; the same RNA samples were also employed for qPCR analyses. In total, 16 samples were analyzed, comprising four biological replicates per group (WT-Sham, HCN4F-Sham, WT-TAC, and HCN4F-TAC). Differential gene expression analysis (TAC *versus* Sham and WT *versus* HCN4F) was conducted using DESeq2. P-values and log2-fold changes were calculated using the Wald test. Genes with an adjusted p-value < 0.05 and an absolute log2-fold change > 1 were considered significantly differentially expressed.

### 2.15 Statistical analysis

Statistic analyses were performed using *Origin 2025* software (OriginLab Corporation, Northampton, MA, USA). Data are presented as mean ± SEM or box plots that show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). Statistical significance was determined by unpaired two-tailed t-test with Welch correction or two-way ANOVA with Fisher´s *post hoc* test, as appropriate. Left ventricular volume parameters derived from PV loop measurements were analyzed using a one-sided t-test, based on an *a priori* defined hypothesis. This hypothesis was founded on histological analyses demonstrating a consistent increase in left ventricular cavity size following TAC in both genotypes, with significantly smaller LV dimensions in HCN4F compared to WT after TAC surgery. The left ventricular catheter provides direct and very reliable pressure parameters using the pressure transducer, but less accurate absolute volume estimates due to inherent characteristics and limitations of conductance-based volume determination. One limitation might be that conductances (surrounding tissue) and geometrical assumptions could interfere with exact determination of ventricular volume leading to variability compared to histological analysis. We therefore relied on these independently validated histological data to define the expected direction of the effect. P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***).

## 3 Results

### 3.1 Generation of the HCN4F mouse model

To generate a GOF variant of the HCN4 channel, we rationally selected a mutation within the C-linker region based on the known structure of the human HCN4 C-terminus (PDB: Q9Y3Q4) (Figures 1A,B). Tyrosine 527, located in the A′ helix of the C-linker, was replaced by phenylalanine (HCN4Y527 F). This tyrosine residue is located in close proximity to glutamate 556 in the adjacent B′ helix (Figure 1B) and is predicted to participate in a hydrogen bond formation. Substitution of tyrosine by phenylalanine eliminates the hydroxyl group required for this interaction and is therefore expected to disrupt the hydrogen bond with glutamate 556. This potentially weakens inter-subunit interactions within the C-linker, which could facilitate conformational transitions within the C-linker region and thereby shift the voltage dependence of activation to more positive potentials.

**FIGURE 1:**
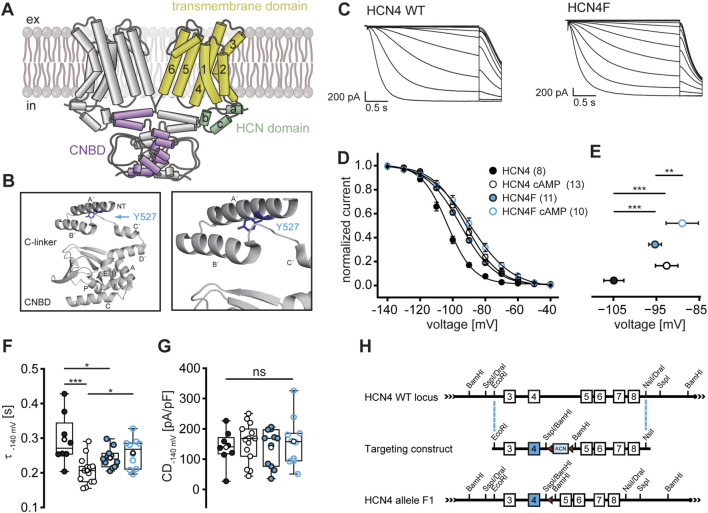
Characterization of the HCN4(Y527F) gain-of-function mutation and generation of the HCN4F mouse model. **(A)** Schematic depicting two subunits of the HCN4 channel tetramer, highlighting the transmembrane domains (yellow), C-Terminus comprising the cyclic nucleotide-binding domain (CNBD) and C-linker region (purple), and the N-terminal HCN domain (green). **(B)** Crystal structure of the human HCN4 C-terminal region (PDB: Q9Y3Q4) showing the arrangement of the A′ and B′ helices within the C-linker and the localization of the substitution of tyrosine 527 by phenylalanine. **(C)** Representative If current traces from HEK293 cells stably expressing WT (left) or HCN4F channels (right) under measurement conditions without cAMP. **(D)** Steady-state activation curves determined from measurements as shown in **(C)** for WT and HCN4F channels with (open circles) and without cAMP (filled circles). **(E)** Half-maximum activation voltage (V0.5) determined from steady-state activation curves. **(F)** Activation kinetics comparison between WT and HCN4F. **(G)** Mean current density of WT and HCN4F with and without cAMP. **(H)** Targeting strategy for generation of the HCN4F knock-in mouse line. The HCN4 WT locus comprises exons 3–8. Exon 4 depicted in blue carries the Hcn4Y527 F mutation. Data points in D and E represent the mean ± SEM; n numbers are given in parentheses. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***).

To functionally assess the impact of this substitution, whole-cell patch-clamp recordings were performed in HEK293 cells stably expressing either wild-type (WT) or mutant HCN4 channels (Figure 1C). The steady-state activation curve of HCN4F was shifted by approximately 10 mV towards more positive potentials compared with WT (Figures 1D,E). Intracellular application of saturating cAMP concentration (100 µM) induced a significant rightward shift in the activation curve in both genotypes, demonstrating preserved cAMP-dependent regulation. Activation kinetics at −140 mV were significantly faster in HCN4F channels, and cAMP accelerated activation in WT but not in HCN4F (Figure 1F). Mean current density was similar among all groups (Figure 1G). Together, our findings confirm that the Y527 F substitution enhances channel availability at physiological membrane potentials.

To study the physiological consequences of this GOF mutation in vivo, a knock-in mouse line carrying the same substitution was generated by targeted modification of exon 4 within the Hcn4 gene (Figure 1H).

### 3.2 Validation of HCN4F channel expression and function in sinoatrial node tissue

Protein distribution and expression levels of HCN4 and HCN1 channels, assessed by whole-mount and section immunofluorescence stainings in the head, body and tail regions of the SAN, were comparable between genotypes, indicating that the mutation does not alter the expression pattern or isoform composition (Figures 2A–C). Recordings of the hyperpolarization-activated current I_f_ from isolated SAN cells (Figure 2D) confirmed a significant depolarizing shift in the activation curve of ∼9 mV in HCN4F cells compared to WT (Figures 2E,F). Intracellular application of a saturating cAMP concentration induced an additional rightward shift of ∼7 mV in HCN4F cells, which did not reach statistical significance (p = 0.055), whereas WT cells exhibited a significant ∼10 mV shift. Although the cAMP-induced shift in HCN4F cells did not reach statistical significance, its direction and magnitude were consistent with preserved cAMP responsiveness, suggesting that the lack of significance is more likely due to limited statistical power than to a loss of cAMP sensitivity. The current density at −140 mV was similar among all four groups (WT, HCN4F, WT + cAMP, HCN4F + cAMP) (Figure 2I). Activation kinetics were determined by fitting a double-exponential function. The fast time constant (τ_2_) was similar across all groups, whereas the slow time constant (τ_1_) was faster in HCN4F cells compared to WT. Application of cAMP accelerated activation in WT but not in HCN4F cells (Figures 2G,H). Together, these data resemble the in vitro patch data in HEK293 cells and indicate that the Y527 F mutation increases channel availability at physiological membrane potentials (Figure 1). Hence, these results validate the HCN4F line as a bona fide HCN4 GOF mouse model to study the physiological and pathophysiological consequences of chronically enhanced pacemaker channel activity.

**FIGURE 2:**
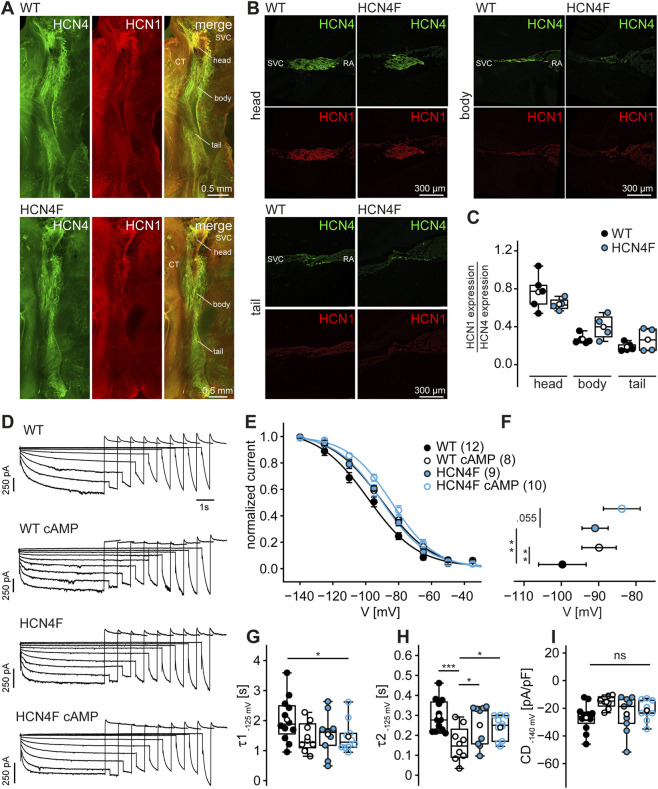
Validation of HCN4F channel expression and function in sinoatrial node tissue. **(A)** Representative whole-mount SAN immunofluorescence images of HCN4 (green) and HCN1 (red) staining from WT (top) and HCN4F (bottom). **(B)** Representative SAN section immunofluorescence images of HCN4 (green) and HCN1 (red) staining in head (top left), body (top, right) and tail region (bottom) of SAN tissue. **(C)** Quantification of intranodal HCN1/HCN4 area ratio in the head, body, and tail regions of the SAN. HCN channel distribution and expression levels are similar in WT and HCN4F SAN. **(D)** Representative families of If current traces recorded from isolated SAN cells of WT and HCN4F mice under baseline and cAMP (100 µM) conditions. **(E)** If steady-state activation curves determined from recordings as shown in **(C,F)** Half-maximal activation voltage (V0.5) comparison between WT and HCN4F under baseline and cAMP (100 µM) conditions. **(G,H)** Activation kinetics (τ1 and τ2) derived from double-exponential fits under baseline and cAMP conditions. **(I)** Mean If steady-state current density determined at −140 mV. Data are presented as mean ± SEM; n numbers are given in parentheses. SVC, superior caval vein; CT, crista terminalis; RA, right atrial appendage. Data points in E and F represent the mean ± SEM; n numbers are given in parentheses. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***).

### 3.3 Higher intrinsic heart rate in HCN4F mice

Having established that the HCN4F mutation enhances pacemaker channel availability in SAN cells, we next examined whether this translates into changes of cardiac rhythm *in vivo*. Telemetric ECG recordings in freely moving mice demonstrated a stable sinus rhythm in WT and HCN4F animals (Figure 3A). HR histograms of HCN4F animals were truncated at lower heart rates during low-activity (LA) (Figure 3B) and high-activity (HA) phases, respectively (Figure 3C). Notably, HCN4F mice did not reach the lower heart rate range observed in WT animals, as reflected by the absence of histogram counts in the lowest frequency bins. Conversely, higher heart rate ranges were more frequently represented in HCN4F mice. Mean HR of HCN4F mice was approximately 10% higher than that of WT controls. Maximum HR values were similar (LA) or slightly increased (HA), whereas minimum HR values were higher in HCN4F mice, resulting in reduced HR dynamics (HRmax/HRmin) in both activity phases (Figures 3D,F).

**FIGURE 3:**
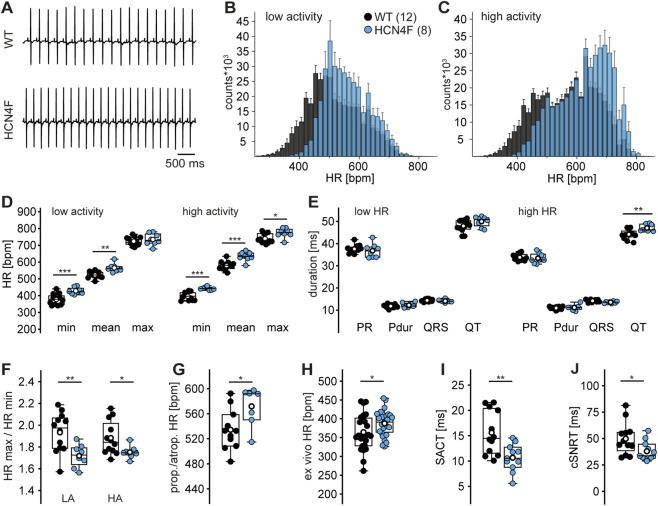
Higher intrinsic heart rate in HCN4F mice. **(A)** Representative telemetric ECG traces recorded in freely moving WT (top) and HCN4F mice (bottom). **(B,C)** Heart rate histograms of WT (black) and HCN4F (blue) showing distribution of HR across a 12-h light period (B; low activity) or dark period (C; high activity) recording period. HCN4F histograms are characterized by a reduced representation of low heart rate ranges and an increased proportion of higher heart rates, consistent with a mild IST-like phenotype. **(D)** Minimum, mean and maximum HR values in low and high activity phase. **(E)** ECG interval comparison at low HR (∼450 bpm) and high HR (∼650 bpm) showing mild QT prolongation in HCN4F at high HRs. **(F)** HR dynamics (HRmax/HRmin) during LA and HA phases. **(G)** HR after combined autonomic blockade with atropine and propranolol revealing higher intrinsic HR in HCN4F animals. **(H)** Spontaneous beating rate of isolated Langendorff-perfused hearts confirming higher intrinsic HR in HCN4F hearts. **(I,J)** Quantification of sinoatrial conduction time (SACT; **(I)** and corrected sinus node recovery time (cSNRT; **(J)** in WT and HCN4F mice from *in vivo* electrophysiological study. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***); n numbers are given in parentheses.

ECG interval analysis showed no differences in PR interval, P-wave duration, or QRS duration between genotypes. At low HR (∼450 bpm), the QT interval was similar, but at high HR (∼650 bpm) it was slightly yet significantly prolonged in HCN4F mice (Figures 3E,F). To determine whether the mild QT interval elevation reflects a prolongation of ventricular repolarization at the cellular level, we assessed action potential parameters in isolated left-ventricular cardiomyocytes at 1 Hz stimulation. Resting membrane potential and APD10/25/50/75/90 were not significantly altered (Supplementary Figures 1A,B). In addition, densities of major repolarizing K^+^ currents were comparable between groups (Supplementary Figure 1C). Because ventricular AP parameters and major repolarizing K^+^ currents were unchanged, the mild QT prolongation observed in vivo is not explained by alteration at the cellular level. A likely explanation, which could be experimentally tested by optical mapping or electrophysiological experiments using multi electrode arrays in future analysis is that QT prolongation could arise from spatial heterogeneity in ventricular activation or repolarization at the tissue level.

Pharmacological blockade of the autonomic nervous system using atropine and propranolol revealed a higher intrinsic HR in HCN4F than in WT, confirming that the elevated HR originates from the SAN pacemaker rather than autonomic modulation (Figure 3G). This finding was corroborated in isolated Langendorff-perfused hearts, where ex vivo HCN4F hearts displayed a higher spontaneous beating rate (Figure 3H).

Furthermore, transvenous catheter-based in vivo electrophysiological study revealed reduced sinoatrial conduction time and reduced corrected sinus node recovery time following fast atrial overdrive-pacing (Figures 3I,J), indicating accelerated impulse formation and conduction within the SAN.

Together, these data indicate that the Y527 F mutation causes a mild but consistent sinus tachycardia due to an increase in intrinsic pacemaker activity independent of autonomic input.

### 3.4 Structural and histological analyses under basal conditions

Having established that the HCN4F mutation increases intrinsic heart rate without inducing arrhythmias, we next examined whether chronic sinus tachycardia could cause tachycardia-induced cardiomyopathy or adverse structural remodeling of the heart. We performed detailed morphological and histological analyses. Hearts isolated from 6–7 months-old female mice showed no cardiac morphological abnormalities (Figures 4A,B), and heart weight to tibia length ratios were comparable between genotypes (Figure 4C).

**FIGURE 4:**
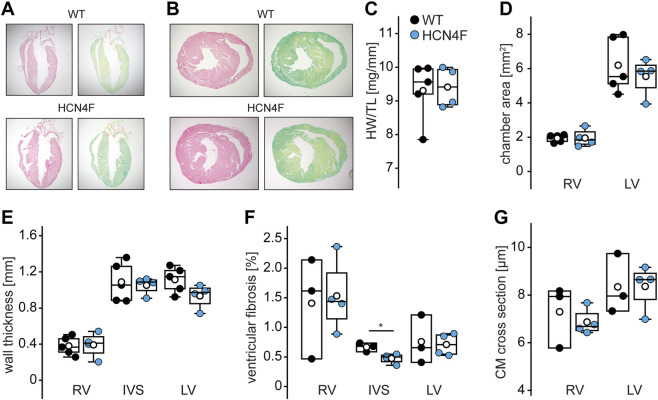
Structural and histological analysis of WT and HCN4F hearts under basal conditions. **(A,B)** Representative HE (left) and Sirius Red/Fast Green–stained (right) coronal **(A)** and transverse **(B)** heart sections of 6–7-month-old female mice indicating normal cardiac morphology in HCN4F hearts. **(C)** Heart weight/tibia length (HW/TL) ratios demonstrating unchanged heart weight in HCN4F mice. **(D)** Quantification of left and right ventricular chamber dimensions from coronal sections as shown in **(A,E)** Wall thickness of RV, IVS, and LV determined from coronal sections. **(F)** Quantification of fibrotic area from Sirius Red/Fast Green staining. **(G)** Cardiomyocyte cross-sectional area of RV and LV showing no genotype-dependent differences. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***).

Hematoxylin-eosin (HE) and Sirius Red/Fast Green staining were performed on coronal (Figure 4A) and transversal (Figure 4B) cross-sections to assess chamber dimensions, wall thickness, cardiomyocyte size, and collagen deposition. Both WT and HCN4F hearts exhibited normal left and right ventricular lumen dimensions (Figure 4D) and similar wall thicknesses of the right ventricle (RV), left ventricle (LV), and interventricular septum (IVS) (Figure 4E). No signs of interstitial or perivascular fibrosis of the LV or RV free wall, or IVS were detected in Sirius Red/Fast Green–stained sections (Figures 4A,B,F), and cardiomyocyte cross-sectional areas did not differ between genotypes (Figure 4G). Similar results were obtained in male mice aged 6–7 months as well as in 12-month-old animals of both sexes (data not shown).

Together, these findings demonstrate the absence of tachycardia-induced cardiomyopathy or other structural remodeling in HCN4F mice, indicating that the HCN4F GOF mutation and the resulting mild and chronic tachycardia do not exert adverse effects on cardiac structure up to 1 year of age.

### 3.5 Pressure overload reveals concentric rather than dilated remodeling in HCN4F hearts

Since structural and histological analyses revealed no evidence of tachycardia-induced cardiomyopathy in HCN4F mice, we next examined whether the chronically elevated heart rate might influence cardiac remodeling under stress conditions. To this end, WT and HCN4F mice were subjected to transverse aortic constriction (TAC) surgery, a model of pressure overload-induced hypertrophy (Figure 5). Four experimental groups were analyzed, comprising WT and HCN4F mice after either Sham or TAC surgery (Figures 5A,B). All animals survived the 5-week follow-up period after TAC surgery, and no deaths attributable to heart failure occurred during this time.

**FIGURE 5:**
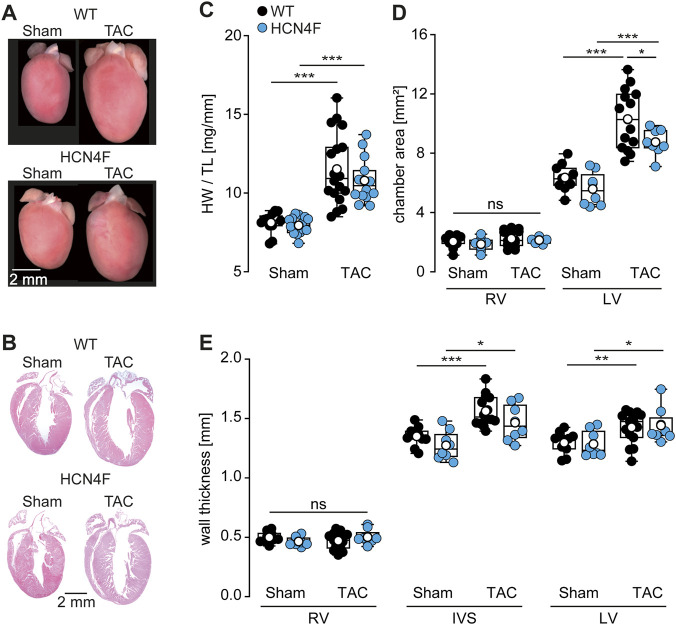
Morphological and histological characterization after pressure overload (TAC). **(A,B)** Representative gross morphology **(A)** and H&E-stained coronal heart sections **(B)** from WT (top) and HCN4F mice (bottom) after Sham (left) or TAC surgery (right), illustrating pressure overload–induced cardiac remodeling. **(C)** Heart weight normalized to tibia length significantly increased after TAC in both genotypes. **(D)** RV chamber area did not significantly increase after TAC, whereas LV chamber area was enlarged in both genotypes but remained significantly smaller in HCN4F mice, indicating reduced ventricular dilatation. **(E)** Interventricular septal (IVS), and left-ventricular (LV) wall thickness were similarly increased in WT and HCN4F hearts. RV wall thickness did not increase after TAC. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***); n numbers HW/TL: WT Sham: 12; HCN4F Sham: 14; WT TAC: 18; HCN4F TAC: 14; n numbers chamber area and wall thickness: WT Sham: 12; HCN4F Sham: 8; WT TAC: 15; HCN4F TAC: 8.

Heart weight/tibia length ratios increased significantly after TAC in both genotypes (Figure 5C) without genotype differences. LV wall and IVS thickness were significantly and equally increased in WT and HCN4F hearts following TAC surgery (Figure 5E). RV wall thickness did not increase upon TAC surgery in both genotypes. Morphometric analysis revealed that LV chamber area was significantly enlarged after TAC in both genotypes but remained significantly smaller in HCN4F mice (Figure 5D). Thus, HCN4F hearts displayed smaller LV lumen and less dilatation. RV chamber area did not increase upon TAC surgery in both genotypes.

Interstitial and perivascular fibrosis increased after TAC to a similar extent in both genotypes, indicating that HCN4F limits chamber dilatation without affecting hypertrophy or fibrosis (Supplementary Figure 2). In summary, the HCN4F mutation did not prevent TAC-induced hypertrophy or fibrosis, indicating that the phenotype reflects an altered remodeling pattern rather than a general prevention of pressure-overload remodeling.

To determine whether the structural differences observed after TAC are accompanied by altered cardiac function, we performed in vivo pressure–volume (PV) loop analysis in anaesthetized mice (Figures 6A,B).

**FIGURE 6:**
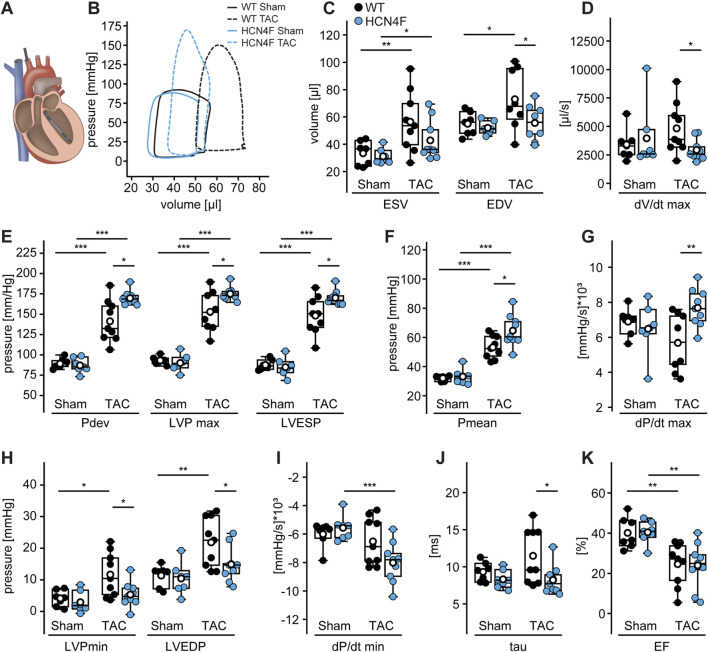
Hemodynamic analysis reveals preserved contractile performance and improved relaxation in HCN4F hearts after TAC. **(A)** Schematic depicting a pressure–volume (PV) loop catheter inserted into the left ventricle *via* the right common carotid artery. **(B)** Averaged PV loops determined from recordings of WT and HCN4F mice under sham or TAC conditions. **(C)** End-systolic (ESV) and end-diastolic volumes (EDV) showing reduced EDV in HCN4F-TAC hearts compared to WT-TAC hearts. **(D)** Maximal rate of volume change (dV/dtmax) was lower in HCN4F-TAC hearts. **(E,F)** Systolic pressure parameters (Pdev, LVPmax, LVESPP, Pmean) increased after TAC in both genotypes, with higher values in HCN4F-TAC mice. **(G)** Contractility (dP/dt_max) was enhanced in HCN4F-TAC compared with WT-TAC hearts. **(H,I)** Diastolic pressures (LVPmin, LVEDP) in HCN4F-TAC hearts. **(I)** More negative dP/dtmin in HCN4F-TAC hearts. **(J)** The relaxation time constant (tau) was significantly shorter in HCN4F-TAC hearts. **(K)** Ejection fraction (EF) decreased after TAC in both genotypes but was better preserved in HCN4F mice. Box plots show median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***); n numbers: WT Sham: 7; HCN4F Sham: 7; WT TAC: 9; HCN4F TAC: 9.

Under sham conditions, hemodynamic parameters were comparable between genotypes (Figures 6C–K). Following TAC, both WT and HCN4F mice exhibited the expected increase in left ventricular pressure parameters, confirming successful induction of pressure overload.

In WT mice, TAC led to a significant increase in end-systolic volume (ESV) and a trend towards increased end-diastolic volume (EDV), indicating ventricular dilatation (Figure 6C). In contrast, neither ESV nor EDV increased significantly in HCN4F mice after TAC. These in vivo findings are in agreement with the morphometric analysis showing smaller LV chamber areas in HCN4F mice after TAC (Figure 5D). The maximal rate of volume change (dV/dtmax) was significantly lower in HCN4F-TAC compared with WT-TAC hearts, consistent with the smaller increases in ventricular volumes observed in HCN4F mice after pressure overload (Figure 6D).

Analysis of systolic pressure parameters revealed a pronounced pressure generation in HCN4F hearts after TAC. While TAC significantly increased developed pressure (Pdev), maximal left ventricular pressure (LVPmax), end-systolic pressure (LVESP), and mean pressure (Pmean) in both genotypes compared with their respective sham controls, all of these parameters were significantly higher in HCN4F-TAC than in WT-TAC mice (Figures 6E,F). Consistent with these findings, contractility assessed by dP/dtmax was significantly higher in HCN4F-TAC hearts compared with WT-TAC hearts (Figure 6G).

Differences between genotypes were also observed in diastolic pressure parameters. TAC elevated diastolic pressures in both genotypes, but LVPmin and LVEDP remained significantly lower in HCN4F-TAC than in WT-TAC hearts (Figure 6H). In HCN4F mice, TAC induced a significant decrease in dP/dtmin (Figure 6I), whereas no significant change was detected in WT mice. Furthermore, the relaxation time constant τ was significantly shorter in HCN4F-TAC compared with WT-TAC hearts, indicating faster relaxation kinetics (Figure 6I).

Finally, ejection fraction (EF) was significantly reduced by TAC in both genotypes (Figure 6K).

Together, these hemodynamic data indicate that TAC induces ventricular dilatation predominantly in WT hearts, whereas HCN4F hearts maintain smaller ventricular volumes while generating higher systolic pressures and enhanced contractility. These functional findings are consistent with the histological observations of comparable hypertrophy but reduced chamber enlargement in HCN4F mice, supporting the concept of a more concentric pattern of remodeling under pressure overload.

### 3.6 Cardiac hypertrophy markers and transcriptome analysis

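RNA from the left ventricle was sequenced 5 weeks after Sham or TAC surgery in mice operated at an age of 10 to 12 weeks. The authors deposited the number of reads counted on each gene, without normalization. Of the 16 samples described in the paper, 14 were analysed here, with n = 4 in the HCN4F-Sham, WT-Sham and HCN4F-TAC groups and n = 2 in the WT-TAC group (replicates 2 and 3). The other WT-TAC samples were not analysed here. The paper's text names the Illumina platform and DESeq2, but not the aligner, the counting program, the genome build, the use of strand or whether each comparison was fitted on all samples or on its own groups. Between 22309914 and 35210939 reads per library were counted on genes, with a median of 27676182. The median was 27875822 in HCN4F-Sham (22309914 to 33368926), 28257383 in WT-Sham (27213735 to 30535766) and 25898836 in HCN4F-TAC (23352197 to 27763144). The WT-TAC libraries held 23761762 and 35210939 reads. A count of 0 allows up to 3 reads, or 0.0852 to 0.134 CPM depending on the library, and this limit covers counting error only. Biological replicates differed by more than counting noise, with a chi-square per gene of 6.60 to 66.2 between libraries of the same group, where counting alone gives about 1. The knock-in gene Hcn4 (ENSMUSG00000032338) gave 106 to 470 reads per library. Its CPM, scaled by edgeR's TMM normalization, was 10.6, 9.83, 9.29 and 8.07 in WT-Sham replicates 1 to 4 and 13.0, 9.27, 6.36 and 7.67 in HCN4F-Sham replicates 1 to 4. After TAC it was 11.9 and 13.5 in WT replicates 2 and 3, and 5.93, 3.49, 8.41 and 9.07 in HCN4F replicates 1 to 4. Because the knock-in exchanges an amino acid and leaves the transcript in place, these values do not tell the genotype of a library. The log2 fold change of Hcn4 between HCN4F and WT was -0.06 in Sham hearts (standard error 0.26, adjusted p = 0.934 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and -0.92 in TAC hearts (standard error 0.31, adjusted p = 0.238 from the same edgeR test). In Sham hearts its sign changed when HCN4F-Sham replicate 3 (0.08) or replicate 4 (0.01) was left out. All groups were fitted together, with one estimate of the spread per gene, for the 15292 of 49315 genes that edgeR's filterByExpr kept. A gene was called differentially expressed where it passed the paper's threshold: an adjusted p-value under 0.05, and a log2 fold change above 1 or below -1. In counts simulated from these libraries, 196 of 200 genes changed between the TAC groups were recovered, with 1 false call among 15031 genes, and 198 of 200 between the Sham groups, with 1 false call among 15069 genes. The simulated changes exceeded the threshold and lay in genes with a mean CPM of at least 1. Noise was drawn for each gene on its own, without differences of whole libraries. This checks the steps and does not measure their power in the real libraries.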

To obtain an overview of transcriptional remodeling, RNA-Seq was performed on left ventricular samples from WT and HCN4F mice subjected to Sham or TAC surgery.

RNA-Seq and differential expression analyses revealed a broad transcriptional reprogramming in both genotypes following TAC, including activation of pathways related to hypertrophy, extracellular matrix remodeling, inflammation, and stress response (Supplementary Table 1). 

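After TAC, 108 genes were differentially expressed in WT hearts (68 higher and 40 lower) and 420 in HCN4F hearts (242 higher and 178 lower). The WT comparison sets n = 2 against n = 4 and the HCN4F comparison n = 4 against n = 4, so that the numbers of genes are not directly comparable. As a ratio these counts moved most when the test itself asked for a log2 fold change above 1 (edgeR's glmTreat), which called 1 gene in WT and 31 in HCN4F hearts, whereas the adjusted p-value alone gave 694 and 2081 in edgeR's quasi-likelihood test. Leaving out a WT-Sham library gave as few as 47 genes in WT (without replicate 4) and 49 (without replicate 1), and leaving out HCN4F-TAC replicate 2 gave 273 genes in HCN4F hearts. Among called genes with a mean CPM of at least 1 and no overlap between the groups, the largest rises in WT were those of Egr1 (log2 fold change 3.63), Egr2 (3.58) and Slc15a2 (3.14). Egr1 and Slc15a2 were also higher in HCN4F-Sham than in WT-Sham hearts. For Egr2 the log2 fold change was 2.52 without WT-TAC replicate 2 and 4.23 without WT-TAC replicate 3. Among the largest falls were those of Cnmd (-2.21) and Dbh (-1.80, and -1.17 without WT-TAC replicate 3). Egr2 and Slc15a2 were no longer called without WT-Sham replicate 1 or 4, with adjusted p-values up to 0.0669 and 0.0675 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Cnmd and Dbh were not called in any of the 4 fits that left out a WT-Sham library, with adjusted p-values up to 0.0874 and 0.0743 from edgeR's quasi-likelihood test. By the same rule Igfbp2 and Acta1 had the largest rises in HCN4F hearts. Igfbp2 was at or under 3 counts in every HCN4F-Sham library and was at least 29.6-fold higher after TAC, a bound on the mean of 4 HCN4F-TAC libraries that ranged from 0.922 to 8.09 CPM and rests largely on replicate 1, the highest. The largest falls in HCN4F hearts were those of Aqp4 (-3.18), Cacng6 (-3.04) and Ccl11 (-2.87). For Aqp4 the value was -2.38 without HCN4F-Sham replicate 3 and -3.85 without HCN4F-TAC replicate 3. For Cacng6 the value was -2.25 without HCN4F-Sham replicate 3, whose CPM of 6.65 lay far above the 1.43 to 2.05 of the other HCN4F-Sham libraries. For the themes of hypertrophy, extracellular matrix remodeling, inflammation and stress response, gene lists were written before the count table was seen but after the paper's supplementary tables had been read, and tested with limma's camera with Benjamini-Hochberg adjustment over 8 tests. The median log2 fold change of the hypertrophy list was 0.90 in WT hearts (21 of 25 genes higher, adjusted p = 3.2e-10 from limma's camera) and 1.49 in HCN4F hearts (23 of 25, adjusted p = 8.82e-21 from limma's camera). For the extracellular matrix list it was 0.25 in WT (29 of 35 genes higher, adjusted p = 4.86e-05 from limma's camera) and 1.20 in HCN4F hearts (35 of 35, adjusted p = 9.52e-27 from limma's camera). For the inflammation list it was 0.10 in WT (20 of 33 genes higher, adjusted p = 0.163 from limma's camera) and 0.63 in HCN4F hearts (27 of 33, adjusted p = 0.000404 from limma's camera). In HCN4F hearts it was 0.25 over the 22 inflammation genes with a mean CPM of at least 1 (adjusted p = 0.0248 from limma's camera), within a range of adjusted p-values of 1.06e-06 to 0.0621 over the alternatives. In WT the inflammation value rested on single libraries, at 0.34 without WT-TAC replicate 2 and -0.13 without replicate 3. For the stress response list it was 0.16 in WT (18 of 29 genes higher, adjusted p = 0.0443 from limma's camera; 0.09 without WT-TAC replicate 2) and 0.35 in HCN4F hearts (23 of 29, adjusted p = 0.000172 from limma's camera). In WT the stress response list no longer passed without WT-Sham replicate 1 or 2, with adjusted p-values of 0.0772 and 0.0657 from limma's camera. Under limma's fry test 5 of the 7 passing results held, those of hypertrophy in WT and of all 4 lists in HCN4F hearts. With a correlation between genes estimated from the data instead of a preset 0.01, the hypertrophy list in HCN4F hearts alone passed (adjusted p = 0.0262 from limma's camera). The lists share 18, 23, 7 and 9 genes, respectively, with the paper's tables of TAC responses. Those tables select genes by their change in the same study, so that lists without the shared genes can fail by construction. Without those genes no list passed in WT hearts (medians from -0.01 to 0.21), whereas in HCN4F hearts the extracellular matrix list (0.74, 12 of 12 genes higher), the inflammation list (0.35, 20 of 26) and the stress response list (0.24, 16 of 20) passed and the hypertrophy list (0.44, 5 of 7) did not.

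**Figure D1:**
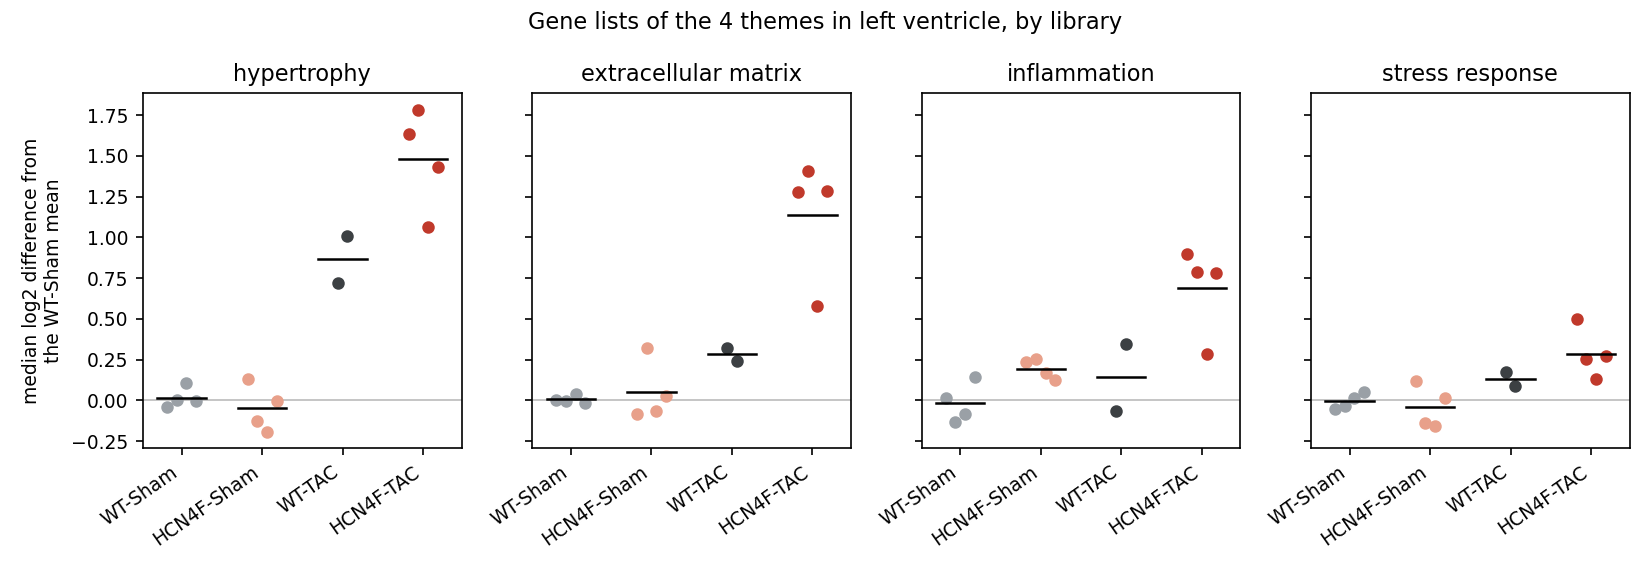
Median log2 difference of the genes of each list from the WT-Sham mean, with 1 point per library and a line at the group mean. The HCN4F-TAC libraries lie between 1.06 and 1.78 for hypertrophy and between 0.58 and 1.41 for the extracellular matrix, and the WT-TAC libraries at 0.72 and 1.01 and at 0.24 and 0.32.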

Analysis of classical hypertrophic markers revealed that the expression of genes of the fetal gene program such as atrial natriuretic peptide (Nppa) and brain natriuretic peptide (Nppb) were upregulated in both genotypes, confirming the effective induction of pressure-overload hypertrophy, but they did not differ between HCN4F-TAC and WT-TAC groups. In contrast, a significant increase in skeletal muscle α-actin (Acta1; ∼2.8-fold) in HCN4F-TAC hearts was detected. 

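Nppa (ENSMUSG00000041616) averaged 115 CPM ± 46.5 (SD, n = 4) in WT-Sham and 219 CPM ± 35.1 (SD, n = 2) in WT-TAC hearts, and the lower WT-TAC library lay above every WT-Sham library. The log2 fold change was 0.93 (standard error 0.53, adjusted p = 0.333 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and did not pass the threshold. In HCN4F hearts Nppa rose from 107 CPM ± 30.7 (SD, n = 4) to 994 CPM ± 651 (SD, n = 4), a log2 fold change of 3.21 (standard error 0.48, adjusted p = 0.00165 from the same edgeR test). HCN4F-TAC replicate 2, which had the highest Nppa value, also held transcripts typical of atrial tissue, and without it the log2 fold change was 2.73. Nppb (ENSMUSG00000029019) averaged 286 CPM ± 74.6 (SD, n = 4) in WT-Sham and 495 CPM ± 51.6 (SD, n = 2) in WT-TAC hearts, with a log2 fold change of 0.79 (standard error 0.42, adjusted p = 0.301 from the same edgeR test). In HCN4F hearts it rose from 201 CPM ± 114 (SD, n = 4) to 965 CPM ± 223 (SD, n = 4), with a log2 fold change of 2.26 (standard error 0.37, adjusted p = 0.00251 from the same edgeR test). Between HCN4F-TAC and WT-TAC, every HCN4F library lay above both WT libraries for either gene. The log2 fold change between the TAC groups was 2.18 for Nppa (standard error 0.61, adjusted p = 0.181 from the same edgeR test) and 0.96 for Nppb (standard error 0.45, adjusted p = 0.410 from the same edgeR test). Nppb had an adjusted p of 0.000217 with DESeq2 fitted on the TAC groups alone, where its log2 fold change stayed below 1, within a range of 0.000217 to 0.684 over its alternatives. Nppa was called between the TAC groups by DESeq2 fitted on all groups (adjusted p = 0.0163) and by edgeR without HCN4F-TAC replicate 3 (adjusted p = 0.0450), within a range of 0.0163 to 0.362 over all alternatives tried. The difference between the TAC responses of the genotypes was 2.28 for Nppa (adjusted p = 0.460 for the interaction in the same edgeR test) and 1.47 for Nppb (adjusted p = 0.488 in the same edgeR test).

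**Figure D2:**
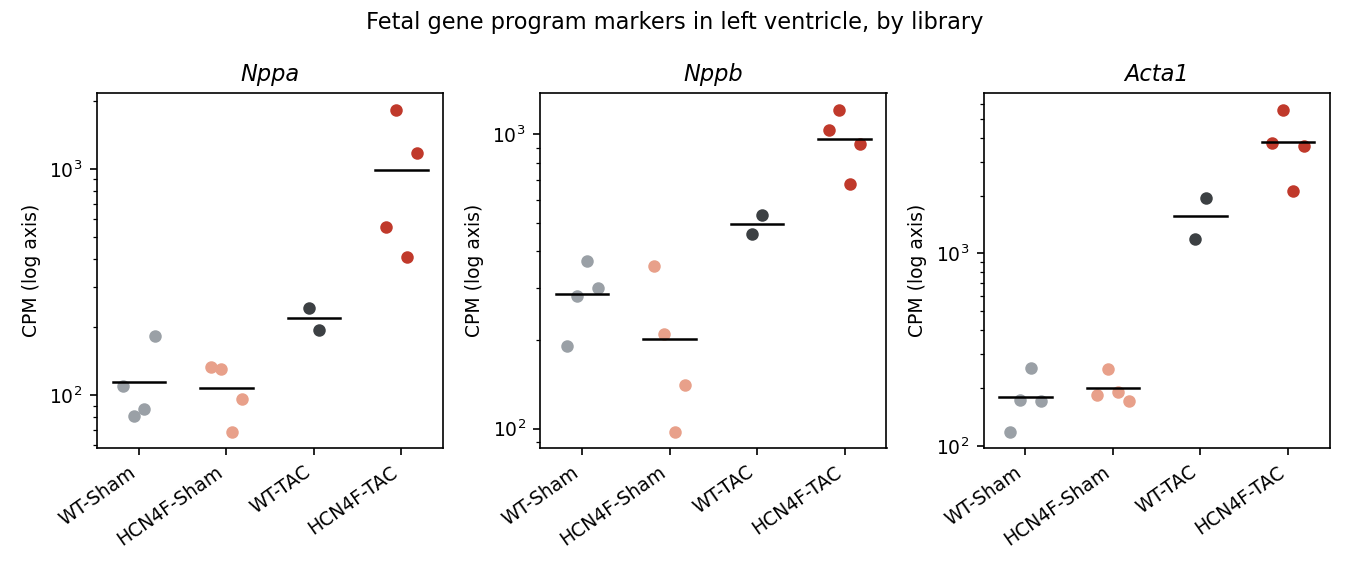
CPM of Nppa, Nppb and Acta1 on a log axis, with 1 point per library and a line at the group mean. Nppa lies between 410 and 1832 CPM in HCN4F-TAC and at 195 and 244 CPM in WT-TAC hearts.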

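Acta1 (ENSMUSG00000031972) averaged 3780 CPM ± 1420 (SD, n = 4) in HCN4F-TAC and 1568 CPM ± 533 (SD, n = 2) in WT-TAC hearts. The difference was 2.41-fold, or 1.27 on the log2 scale (standard error 0.38, adjusted p = 0.211 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and did not pass the threshold over all genes. The lowest HCN4F-TAC library, at 2121 CPM, lay above the higher WT-TAC library, at 1945 CPM. Without HCN4F-TAC replicate 3, Acta1 was called, with a log2 fold change of 1.47 and an adjusted p-value of 0.0401 in edgeR's quasi-likelihood test, the lowest of its alternatives (up to 0.402). The value depended on the WT-TAC library kept, at 0.96 without replicate 2 and 1.67 without replicate 3. TAC raised Acta1 by 3.13 on the log2 scale in WT (standard error 0.35, adjusted p = 0.00189 from edgeR's quasi-likelihood test) and by 4.24 in HCN4F hearts (standard error 0.34, adjusted p = 3.01e-05 from edgeR's quasi-likelihood test). The difference between these responses was 1.11 (standard error 0.47, adjusted p = 0.511 for the interaction in edgeR's quasi-likelihood test).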

To validate these RNA-Seq results, mRNA levels of Nppa, Nppb, and Acta1 were quantified by qPCR. Consistent with the transcriptomic data, ANP and BNP expression increased to a similar extent in WT and HCN4F hearts, whereas Acta1 expression was approximately twofold higher in HCN4F-TAC ventricles. No genotype differences were observed under Sham conditions.

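Across all tested genes, the log2 fold changes after TAC in WT and in HCN4F hearts correlated with a Pearson r of 0.491, and 10380 genes (67.9%) changed in the same direction. This is a correlation across genes, which are not independent replicates, and the comparisons share no library. It fell to 0.108 when genes of any count were kept, which added genes with few reads, and was 0.664 over the 476 genes called in either genotype. It was also lower without WT-TAC replicate 3, at 0.304, a fit added after the data were seen. In both genotypes 52 genes were called, all with the same sign. The difference between the responses was tested as the genotype by surgery interaction. No gene passed an adjusted p-value of 0.05 in edgeR's quasi-likelihood test, where 1418 genes had an unadjusted p-value under 0.05 and the smallest adjusted p-value was 0.168, shared by Egr1 and Sox9 among others. In simulated counts the same test recovered 185 of 200 genes with a known interaction, with 11 false calls. Those counts carried changes above the fold change threshold, in genes with a mean CPM of at least 1. Their noise was independent between genes, without differences of whole libraries. The recovery therefore does not measure the power of this test in the real libraries. With DESeq2 fitted on all groups 37 genes passed (23 higher and 14 lower), and without HCN4F-TAC replicate 3 edgeR called 78 (60 higher and 18 lower). It called 2 genes without HCN4F-Sham replicate 2 or WT-Sham replicate 1, and 3 without HCN4F-Sham replicate 4.

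**Figure D3:**
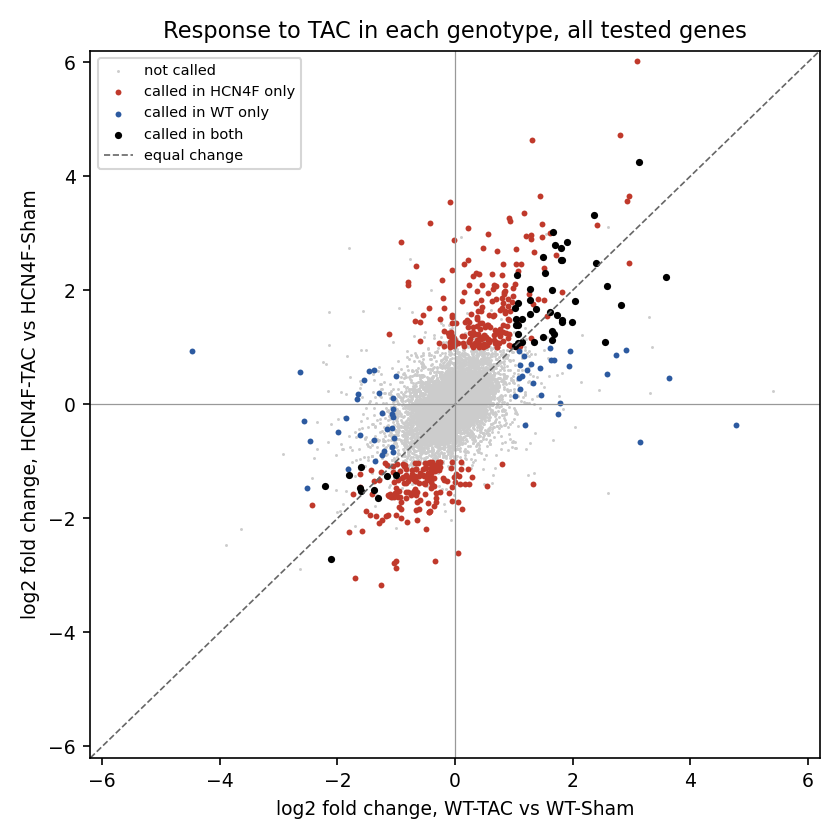
Log2 fold change after TAC in WT (horizontal axis) and in HCN4F hearts (vertical axis), with 1 point per tested gene and a dashed line where both are equal. Colors mark the 420 genes called in HCN4F, the 108 called in WT and the 52 called in both.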

While the overall response to TAC surgery was similar between WT and HCN4F mice, several genes exhibited genotype-specific regulation following TAC surgery, suggesting differences in the adaptive remodeling process. In total, 64 genes were significantly differentially expressed between the two TAC groups, with the majority being upregulated in HCN4F-TAC hearts (47 upregulated vs. 17 downregulated genes; log2FC > 1; padj < 0.05).

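Between HCN4F-TAC and WT-TAC, 11 genes were differentially expressed, 6 higher and 5 lower in HCN4F-TAC hearts. An adjusted p-value under 0.05 alone, from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, was reached by 17 genes, and an unadjusted p-value under 0.05 by 1904 genes. The number moved most with a single library: without HCN4F-TAC replicate 3 it was 158 (137 higher and 21 lower), and all 11 genes were among them. DESeq2 fitted on all groups called 83 genes (69 higher and 14 lower), and fitted on the TAC groups alone it called 68 (57 higher and 11 lower). edgeR fitted on the TAC groups alone called 3 genes, all lower. Of the 11 genes, 10 are in the paper's table of this comparison, and all 64 genes of that table changed in the paper's direction here. Among called genes with a mean CPM of at least 1 and no overlap between the groups, the largest rises were those of Ptgs2 (log2 fold change 1.88, standard error 0.31), Frzb (1.56, standard error 0.28) and Sox9 (1.51, standard error 0.19). Their adjusted p-values were 0.0176, 0.0475 and 0.00138, respectively, in edgeR's quasi-likelihood test. Ptgs2 was no longer called without HCN4F-TAC replicate 4 (adjusted p = 0.0554 in the same edgeR test), and Frzb without replicate 2 (0.0603) or replicate 4 (0.125). The largest falls were those of Plet1os (-5.44, standard error 0.40), Nxpe4 (-4.79, standard error 0.28) and Dixdc1 (-1.67, standard error 0.20), with adjusted p-values of 1.15e-06, 6.15e-08 and 0.000595 in the same edgeR test. These genes were lower in HCN4F-Sham than in WT-Sham hearts as well, by -6.27, -5.35 and -1.61, and lie among the 300 tested genes nearest Hcn4 on chromosome 9. Of the 11 genes, 5 lie there, against 1.97% of the tested genes (Fisher's exact test, two-sided, p = 1.19e-06).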

Among the upregulated genes in HCN4F-TAC versus WT-TAC hearts, several are known to be associated with mechanoadaptive signaling pathways and extracellular matrix (ECM) remodeling, including Vgll2 (log2FC: 2.8), Timp1 (log2FC: 2.9), Ankrd1 (log2FC: 2.2), Crlf1 (log2FC: 2.1), Has1 (log2FC: 2.2), Col12a1 (log2FC: 1.5), and Col8a1/2 (log2FC: 1.2). 

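Each of the 7 of these genes reported here was higher in HCN4F-TAC than in WT-TAC hearts and had a log2 fold change above 1, but Ankrd1 alone passed an adjusted p-value of 0.05 over all genes. Ankrd1 (ENSMUSG00000024803) averaged 3498 CPM ± 1172 (SD, n = 4) in HCN4F-TAC and 1398 CPM ± 48.3 (SD, n = 2) in WT-TAC hearts, a log2 fold change of 1.32 (standard error 0.23, adjusted p = 0.0486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) or a 2.50-fold difference. It lost the call under 6 of its 12 alternatives, among them those without HCN4F-TAC replicate 1 (adjusted p = 0.105 in the same edgeR test) or replicate 4 and the edgeR fit on the TAC groups alone (0.357). The largest log2 fold change of these genes was that of Vgll2 (ENSMUSG00000049641), at 2.91 (standard error 1.01, adjusted p = 0.261 in the same edgeR test), from 2.51 CPM ± 1.95 (SD, n = 4) against 0.311 CPM ± 0.208 (SD, n = 2), where the groups overlapped. Col8a2 (ENSMUSG00000056174) had a log2 fold change of 2.53 (standard error 0.64, adjusted p = 0.139 in the same edgeR test). For Has1 (ENSMUSG00000003665) it was 2.09 (standard error 0.66, adjusted p = 0.208 in the same edgeR test), but 3.71 without WT-TAC replicate 3. For Col12a1 (ENSMUSG00000032332) it was 1.68 (standard error 0.44, adjusted p = 0.145 in the same edgeR test) and for Col8a1 (ENSMUSG00000068196) 1.19 (standard error 0.22, adjusted p = 0.0728 in the same edgeR test). Timp1 (ENSMUSG00000001131) had a log2 fold change of 1.63 (standard error 0.57, adjusted p = 0.262 in the same edgeR test), a 3.09-fold difference, but 1.08 without WT-TAC replicate 2 and 2.69 without replicate 3. In every library of HCN4F-TAC, Col12a1, Col8a1 and Col8a2 were higher than in both WT-TAC libraries, which was not so for Vgll2, Timp1 and Has1. For Col8a2 the lowest HCN4F-TAC library, at 1.02 CPM, lay only narrowly above the higher WT-TAC library, at 0.801 CPM. Without HCN4F-TAC replicate 3, Vgll2, Has1, Col12a1, Col8a1 and Col8a2 were called as well, with adjusted p-values from 0.000183 to 0.0389 in edgeR's quasi-likelihood test. Of the 16 genes that the paper's text names from RNA-Seq, 15 had an adjusted p-value under 0.05 in the TAC groups when adjusted over the list alone (0.000836 to 0.0146), and Nppb did not (0.0551). The study chose this list on these samples, so that the adjustment over the list alone is not independent evidence. The extracellular matrix list had a median log2 fold change of 0.89 between the TAC groups (35 of 35 genes higher, adjusted p = 7.59e-27 from limma's camera). This held under fry (adjusted p = 0.0105) but not with an estimated correlation (adjusted p = 0.0721). The exact permutation p of its library scores was 0.0667, the smallest possible. These are RNA values, and in the paper's histology fibrosis after TAC rose about equally in WT and HCN4F hearts.

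**Figure D4:**
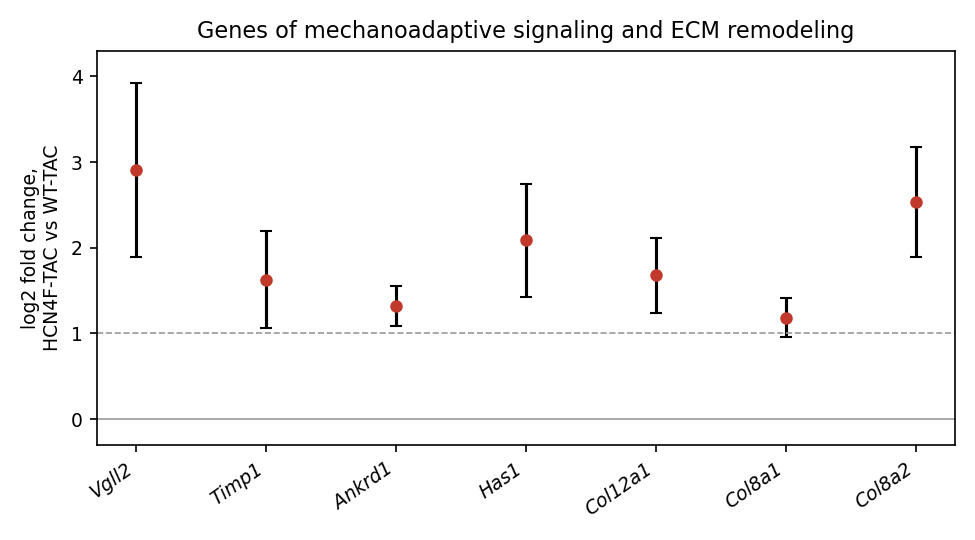
Log2 fold change between HCN4F-TAC and WT-TAC of these 7 genes, with bars of 1 standard error and a dashed line at 1. The points lie between 1.19 (Col8a1) and 2.91 (Vgll2).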

In parallel, increased Nrg1 (log2FC: 1.3) and Gdf15 (log2FC: 1.9) expression may point to cardioprotective signaling that favors compensated remodeling. In addition, expression of the pro-inflammatory chemokines Ccl12 (log2FC: 3.7), Ccl2 (log2FC: 2.9), and Ccl7 (log2FC: 2.5) was significantly increased, suggesting activation of inflammatory signaling pathways and increased recruitment of immune cells in HCN4F-TAC hearts.

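Nrg1 (ENSMUSG00000062991) averaged 2.34 CPM ± 0.687 (SD, n = 4) in HCN4F-TAC and 0.773 CPM ± 0.243 (SD, n = 2) in WT-TAC hearts. The log2 fold change was 1.63 (standard error 0.46, adjusted p = 0.170 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Compared with Sham, Nrg1 was -0.71 in WT (standard error 0.48, adjusted p = 0.403 in the same edgeR test) and 0.58 in HCN4F hearts (standard error 0.34, adjusted p = 0.282 in the same edgeR test). The value in HCN4F hearts was 1.031 without HCN4F-Sham replicate 1 (adjusted p = 0.0328 in the same edgeR test) and 0.31 without HCN4F-Sham replicate 3, with adjusted p-values up to 0.549 over its alternatives. Gdf15 (ENSMUSG00000038508) averaged 18.95 CPM ± 8.32 (SD, n = 4) in HCN4F-TAC and 4.63 CPM ± 0.501 (SD, n = 2) in WT-TAC hearts. Its log2 fold change was 2.03 (standard error 0.65, adjusted p = 0.235 in the same edgeR test). For either gene every HCN4F-TAC library lay above both WT-TAC libraries. With DESeq2 fitted on the TAC groups alone, Nrg1 (adjusted p = 0.0122) and Gdf15 (adjusted p = 0.0136) were called. Over all alternatives the adjusted p-values ranged from 0.0122 to 0.363 for Nrg1, which was also called without HCN4F-TAC replicate 3 (0.0473), and from 0.0136 to 0.451 for Gdf15.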

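Ccl12 (ENSMUSG00000035352), Ccl2 (ENSMUSG00000035385) and Ccl7 (ENSMUSG00000035373) were higher in HCN4F-TAC than in WT-TAC hearts, and every HCN4F-TAC library lay above both WT-TAC libraries for each gene. Their levels were low, at 1.08 CPM ± 0.577, 3.73 CPM ± 1.29 and 1.70 CPM ± 0.369 in HCN4F-TAC (SD, n = 4) and at 0.241 CPM ± 0.225, 1.34 CPM ± 1.14 and 0.590 CPM ± 0.137 in WT-TAC hearts (SD, n = 2). For Ccl12 the lowest HCN4F-TAC library had 0.424 CPM and the higher WT-TAC library 0.401 CPM. For Ccl2 these values were 2.30 and 2.15 CPM. Both gaps lie within counting error, so that the separation is clear for Ccl7 alone (1.28 and 0.687 CPM). The log2 fold change was 2.01 for Ccl12 (standard error 0.64, adjusted p = 0.215 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), a 4.02-fold difference. For Ccl2 it was 1.40 (standard error 0.46, adjusted p = 0.229 in the same edgeR test), a 2.64-fold difference, and for Ccl7 1.49 (standard error 0.37, adjusted p = 0.111 in the same edgeR test), a 2.81-fold difference. None of the 3 genes passed the threshold over all genes. Without WT-TAC replicate 3 the log2 fold change was 3.63 for Ccl12 and 2.79 for Ccl2, and without WT-TAC replicate 2 it was 1.40 for Ccl12 and 0.79 for Ccl2. Ccl12 was called without HCN4F-TAC replicate 3 (adjusted p = 0.0431 in the same edgeR test), and its alternatives ranged up to 0.394. Ccl7 was called by DESeq2 fitted on all groups (adjusted p = 0.0226) or on the TAC groups alone (adjusted p = 0.0312) and by edgeR without a filter (adjusted p = 0.0200), within a range up to 0.357. Ccl2 was not called under any of its alternatives, with adjusted p-values of 0.0754 to 0.472. The inflammation list had a median log2 fold change of 0.46 between the TAC groups (31 of 33 genes higher, adjusted p = 1.24e-07 from limma's camera), which held under fry (adjusted p = 0.00317) and with an estimated correlation (adjusted p = 0.0314). Between the Sham groups the same list had a median of 0.23 (26 of 33 genes higher, adjusted p = 0.00458 from limma's camera), which did not hold under fry (adjusted p = 0.0786). An exact permutation test of the library scores between the TAC groups gave p = 0.133, where 0.0667 is the smallest possible, and HCN4F-TAC replicate 3 (0.28) scored below WT-TAC replicate 3 (0.34).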

Together, these findings confirm that the HCN4F mutation does not prevent activation of the hypertrophic program but slightly alters its magnitude and composition, potentially contributing to a more adaptive transcriptional phenotype that may underlie the improved ventricular performance observed in HCN4F mice after pressure overload.

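The size of the TAC response was compared over 350 genes chosen on a weighted mean of both responses, with weights of 0.6 for HCN4F and 0.4 for WT. These weights keep the sampling error of the choice uncorrelated with that of the difference. They do not make the choice neutral. A change in HCN4F hearts alone is chosen more readily than an equal change in WT hearts alone. Of these genes, 248 (70.9%) changed more in HCN4F than in WT hearts, by a median of 0.54 on the log2 scale. Over all tested genes that changed in the same direction, 5001 changed more in HCN4F and 5379 more in WT hearts. This last count leans toward WT, since 2 WT-TAC libraries give noisier and so larger absolute changes. The median absolute log2 fold change over all tested genes was 0.194 in WT and 0.178 in HCN4F hearts. Over the 350 genes, the mean response per library was 1.47 in HCN4F-TAC and 1.01 in WT-TAC hearts, a difference of 0.457. With each TAC library left out in turn the difference was between 0.315 and 0.598. In an exact permutation test, two-sided, over the 1050 arrangements of genotype labels within each surgery, this difference gave p = 0.256. The 6 TAC libraries alone gave p = 0.0667, the smallest that an exact permutation test of 4 against 2 libraries allows. These genes and this test were chosen after the values were seen. The difference between the TAC responses of HCN4F and WT hearts had a median of 0.64 for the hypertrophy list (23 of 25 genes positive, adjusted p = 2.82e-09 from limma's camera) and 0.83 for the extracellular matrix list (35 of 35, adjusted p = 9.54e-20 from limma's camera). Under fry both held (adjusted p = 0.0200 and 0.0280), and with an estimated correlation neither did (adjusted p = 0.0721 for each). For the inflammation list it was 0.30 (23 of 33, adjusted p = 0.0362 from limma's camera), which did not hold under fry (adjusted p = 0.116), and for the stress response list 0.21 (18 of 29, adjusted p = 0.0650 from limma's camera). The inflammation list did not pass without HCN4F-Sham replicate 4, WT-Sham replicate 4 or HCN4F-TAC replicate 1 (median 0.21 without the last), and the stress response list passed without HCN4F-Sham replicate 1 or 3, WT-Sham replicate 1 or HCN4F-TAC replicate 3 or 4 (median 0.24 without HCN4F-TAC replicate 3). These alternatives of the list tests between genotypes were added after the data were seen. The paper's table of genes that differ between the TAC groups holds 7 of the 35 extracellular matrix genes and 2 of the 25 hypertrophy genes. Without them the medians were 0.87 (28 of 28) and 0.51 (21 of 23), with adjusted p-values under fry of 0.0272 and 0.0252. From the induction of the hypertrophic markers in both genotypes and the genes that differed between the TAC groups, the paper concludes that the HCN4F mutation leaves the hypertrophic program in place and slightly changes its size and composition, and it proposes that this contributes to a more adaptive transcriptional phenotype.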

## 4 Discussion

### 4.1 Basal phenotype of HCN4F animals

HCN4F mice displayed a mild sinus tachycardia with a ∼10% increase in heart rate compared to WT controls, consistent with the gain-of-function nature of the HCN4 mutation. No evidence of tachycardia-induced cardiomyopathy was observed, likely due to the only mild elevation in heart rate. Heart size, wall thickness, fibrosis, and hypertrophy marker expression were comparable between genotypes, and LV function assessed by hemodynamic measurements was normal. 

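In Sham hearts the log2 fold change between HCN4F and WT was -0.10 for Nppa (standard error 0.45, adjusted p = 0.938 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), -0.51 for Nppb (standard error 0.35, adjusted p = 0.531 in the same edgeR test) and 0.16 for Acta1 (standard error 0.30, adjusted p = 0.846 in the same edgeR test). Nppb differed by less than the spread between the replicates, at 201 CPM in HCN4F-Sham (97.6 to 357) and 286 CPM in WT-Sham (190.4 to 372). Its log2 fold change was -0.94 without HCN4F-Sham replicate 1 (adjusted p = 0.0946 in the same edgeR test) and -0.27 without HCN4F-Sham replicate 3, with adjusted p-values of 0.0946 to 0.763 over its alternatives. The sign of Nppa changed without HCN4F-Sham replicate 3 (0.06) and without WT-Sham replicate 4 (0.21). The hypertrophy list had a median log2 fold change of -0.04 (11 of 25 genes higher, adjusted p = 0.398 from limma's camera) and the extracellular matrix list of 0.06 (22 of 35, adjusted p = 0.448 from limma's camera). Over all genes, 32 were differentially expressed between the Sham groups, 13 higher and 19 lower in HCN4F hearts, and 72 genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test without the fold change threshold. As a ratio the number moved most when the test asked for a log2 fold change above 1 (edgeR's glmTreat), to 5 genes. It was 92 without HCN4F-Sham replicate 1, and 16, 15 and 18 without replicates 2, 3 and 4 of that group. It was 11, 15 and 15 without WT-Sham replicates 2, 3 and 4. The largest rises by the rule used for the other comparisons were those of Slc15a2 (log2 fold change 3.77), Egr1 (3.65) and Egr3 (2.47). Egr3 kept the call without HCN4F-Sham replicate 1 and lost it without each of the other Sham libraries (adjusted p up to 0.158 in edgeR's quasi-likelihood test). The largest falls were those of Plet1os, Nxpe4 and Dixdc1. Plet1os and Plet1 overlap on opposite strands, and because the use of strand is not stated, reads of either are uncertain.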

The absence of TIC likely reflects the modest heart rate elevation, which is considerably smaller than in pacing models where the rate is nearly doubled (Ellis and Josephson, 2013; Shinbane et al., 1997), and the limited susceptibility of mice with high basal heart rates to develop frequency-induced cardiomyopathy (Milani-Nejad and Janssen, 2014).

### 4.2 Response to pressure overload

To assess the impact of sinus tachycardia and HCN4 channel activity on the adaptation to pressure overload, mice underwent transverse aortic constriction. As expected, TAC induced hypertrophy in both genotypes, but the degree and pattern of remodeling differed markedly. WT hearts showed pronounced LV dilation and eccentric hypertrophy, whereas HCN4F hearts exhibited a more compact geometry with smaller ventricular cavities, consistent with concentric hypertrophy. Fibrosis increased to a similar extent in both groups, indicating that differences in outcome were not related to differences in fibrosis. The lack of LV dilation in HCN4F mice despite comparable heart weights suggests more efficient adaptation to pressure overload.

### 4.3 Distinct hemodynamic responses to pressure overload

PV loop analysis confirmed systolic dysfunction and reduced ejection fraction and cardiac output after TAC in both genotypes. However, HCN4F mice maintained higher systolic pressures and exhibited increased contractility (dP/dtmax) and faster relaxation (dP/dtmin, tau) compared to WT, despite similar overall stroke work. The smaller LV cavity (smaller ventricular radius r) in HCN4F mice would increase systolic pressure P according to the Laplace relationship ( $P=\frac{\sigma }{r}\cdot 2d$ with radius r, wall stress σ, pressure P, and wall thickness d), potentially facilitating pressure generation under pressure overload conditions with unchanged or even reduced wall stress σ.

Together, these hemodynamic data demonstrate that while both WT and HCN4F mice develop pressure-induced hypertrophy, the pattern of remodeling differs. WT hearts undergo dilated remodeling with impaired contractility, whereas HCN4F hearts maintain higher systolic pressures, faster relaxation, and smaller chamber volumes—indicative of concentric rather than dilated remodeling. This suggests that chronic higher HCN4 activity supports an adaptive and efficient response to pressure overload, limiting maladaptive ventricular dilatation.

### 4.4 Distinct transcriptional responses to pressure overload

Transcriptomic analysis revealed a distinct gene expression signature in HCN4F-TAC hearts compared with WT-TAC hearts, characterized by increased expression of genes associated with hypertrophic adaptation, ECM remodeling, and stress-responsive signaling (a detailed gene-by-gene analysis is provided in the Supplementary Discussion). Upregulation of Acta1 and Vgll2 in HCN4F-TAC hearts could contribute to the increased contractility and elevated pressure values observed in PV loop measurements. In parallel, increased expression of Nrg1, Gdf15, and Crlf1 points to activation of pro-survival and stress-adaptive signaling pathways. Several genes involved in ECM organization, including Col12a1, Timp1, and Has1, were also elevated, indicating distinct matrix remodeling. In addition, transcripts related to inflammatory signaling (Ccl2, Ccl7, and Ccl12) were increased, consistent with activation of remodeling-associated stress responses.

Together, these findings indicate a distinct transcriptional response to pressure overload in HCN4F hearts that may contribute to preserved cardiac function and altered remodeling compared with WT-TAC. The transcriptomic findings describe how identified candidate pathways correlate with the altered remodeling phenotype, rather than establishing direct causal links between elevated intrinsic pacemaking and the observed gene expression program. The distinct responses could arise as direct consequence of increased intrinsic pacing rate, altered wall stress, altered HCN4-dependent signaling, or other secondary adaptations. These possibilities were not further evaluated in the present study.

### 4.5 Clinical implications

The different remodeling patterns of WT and HCN4F hearts under pressure overload suggest that enhanced pacemaker activity and mild sinus tachycardia improve adaptive remodeling. By preventing LV dilation and sustaining systolic performance, HCN4F mice appear protected from the transition to decompensated HF.

At first glance, this observation seems counterintuitive, as elevated heart rate is generally associated with adverse outcomes in HF, and lowing heart rate, for example, through β-blockers or ivabradine is a therapeutic measure. In HF patients, tachycardia commonly reflects chronic activation of the sympathetic nervous system and increased neurohumoral activity, both hallmarks of progressive HF that promote maladaptive remodeling and arrhythmogenesis. In contrast, the elevated heart rate observed in HCN4F mice results from enhanced intrinsic pacemaker activity rather than sustained neurohumoral activity. A similar distinction may apply to pacing-induced increases in heart rate in HF patients. For example, recent clinical studies in patients with HF with preserved ejection fraction (HFpEF) have suggested that a moderate increase in pacemaker rate can improve functional capacity and clinical outcome, presumably by improving ventricular filling dynamics and cardiac output during exertion (Wahlberg et al., 2019; Infeld et al., 2023; Klein et al., 2016). Our study indicates that in pressure-overload induced HF with reduced ejection fraction (HFrEF) a moderate increase in intrinsic pacemaker activity could also exert beneficial effects in HFrEF conditions by limiting maladaptive chamber dilatation. On the other hand, it has long been recognized that a significant increase in heart rate is associated with a marked worsening of clinical symptoms, reduced life expectancy, and poorer outcomes in patients with HFrEF. Therefore, future studies may help identify a therapeutic window in which mildly elevated heart rates confer benefit in specific subgroups of patients with HFrEF.

Together with other studies which have reported neutral or even detrimental effects when pacing rates were increased in HFpEF patients (Oraii et al., 2024) the observations described emphasize that the therapeutic window between beneficial and maladaptive chronotropy may be narrow and that in patients, different intrinsic heart rates could underlie interindividual variability in HF progression.

## Data Availability

The data presented in the study are deposited in the GEO repository, accession number GSE329403.

# Supplementary material for: HCN4 gain-of-function mutation increases intrinsic heart rate and limits maladaptive remodeling under pressure overload
**Source:** Front Pharmacol. 2026 Jun 10;17:1840832. doi: 10.3389/fphar.2026.1840832
**Supplement:** Supplementary file 1

Supplementary Material

# Supplementary Figures

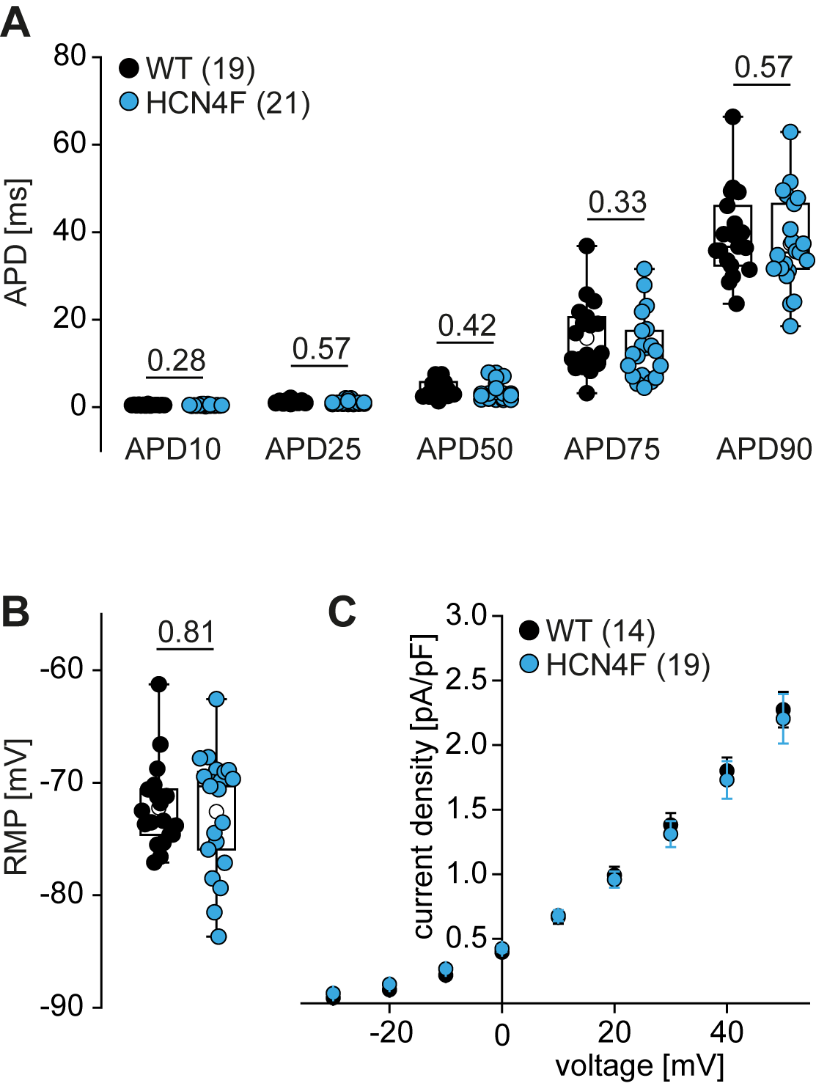

**Supplementary Figure 1.** Electrophysiological parameters in ventricular cardiomyocytes (*A*) APD10/25/50/75/90 determined in left ventricular cardiomyocytes showing no significant differences between WT and HCN4F cells. (*B*) Resting membrane potential determined in WT and HCN4F left ventricular cardiomyocytes. (*C*) Current density of major repolarizing K⁺ currents in WT and HCN4F cardiomyocytes showing no significant differences between WT and HCN4F cells. For *A, B*, box plots display median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). For *C*, data are presented as mean ± SEM. P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***); n numbers are given in parentheses.

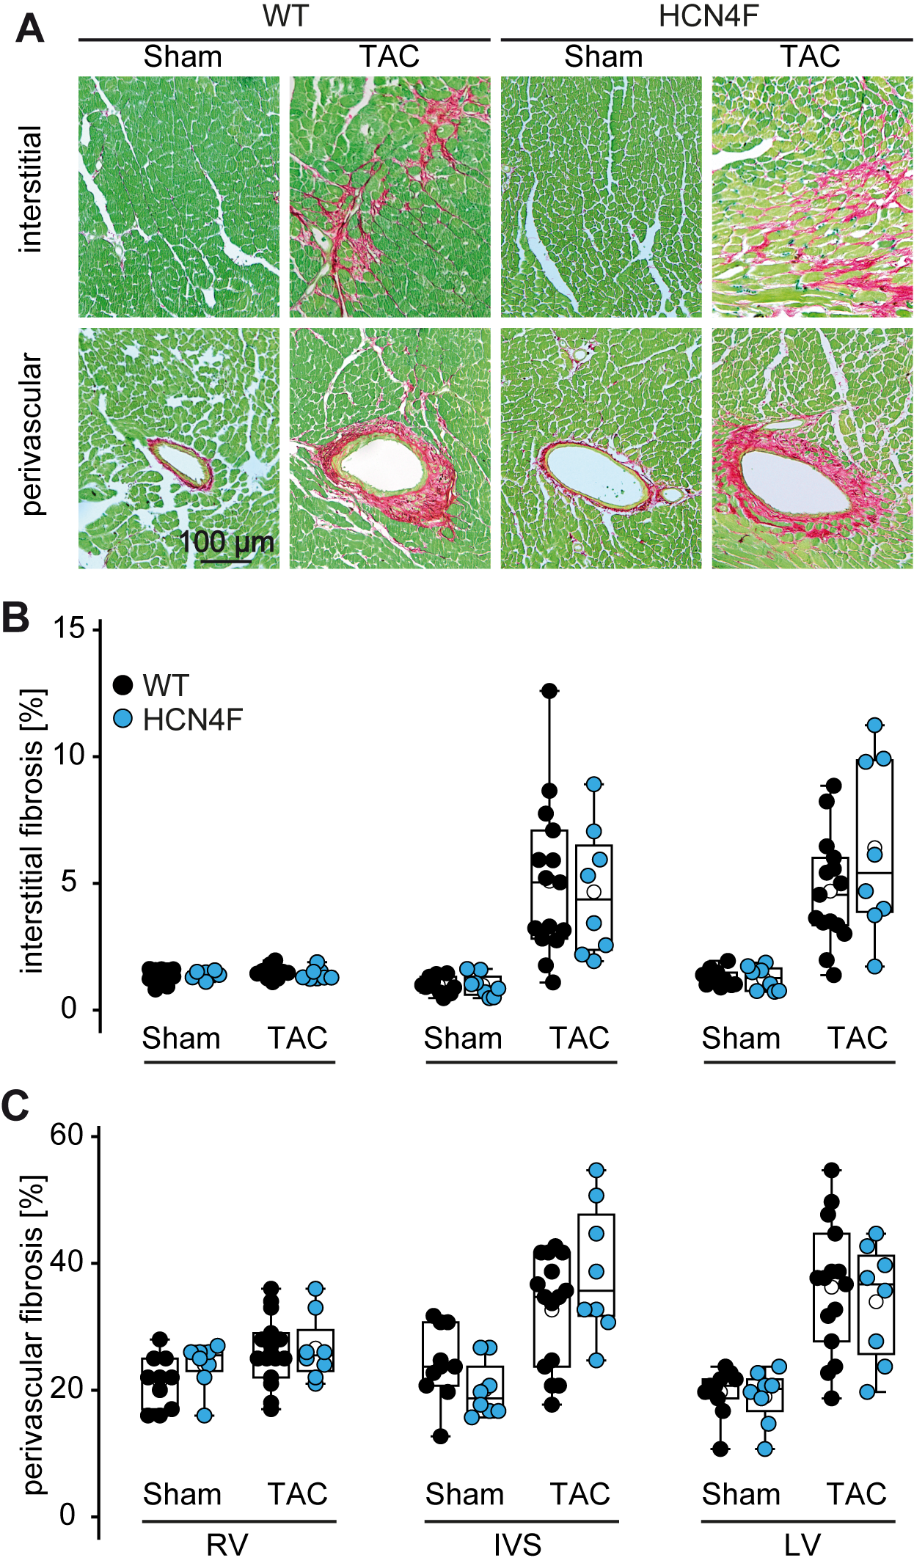

Supplementary Figure 2. Histological characterization after pressure overload (TAC) *(A)* Sirius Red/Fast Green staining of left-ventricular sections from WT and HCN4F mice after Sham or TAC surgery illustrating interstitial (upper panels) and perivascular (lower panels) fibrosis. *(B)* Quantification of interstitial fibrosis (%) in RV, IVS, and LVV from Sirius Red/Fast Green–stained sections of WT and HCN4F hearts after Sham and TAC surgery. *(C)* Quantification of perivascular fibrosis (%) in LV, IVS, and RV from Sirius Red/Fast Green–stained sections of WT and HCN4F hearts after Sham and TAC surgery. Box plots display median (line), 25th–75th percentiles (box), minimum–maximum (whiskers), and mean (open circle). P < 0.05 was considered significant (P < 0.05 *, P < 0.01 **, P < 0.001 ***). WT Sham: 11; HCN4F Sham: 8; WT TAC: 15; HCN4F TAC: 9.

# Supplementary discussion

Increased *Acta1* expression in HCN4F-TAC hearts may reflect a compensatory structural adaptation of cardiomyocytes to elevated mechanical load. *Acta1* encodes α-skeletal actin, a sarcomeric thin-filament isoform that is re-induced in the heart as part of the fetal/hypertrophic gene program induced by pressure overload. In cardiomyocytes, sustained mechanical stress promotes actin-dependent sarcomere assembly and parallel addition of myofilaments to preserve force generation under increased systolic load. Moreover, higher cardiac α-skeletal actin content has been associated with increased myocardial contractility in mice (Hewett et al., 1994), indicating that *Acta1* induction may support pressure generation in pressure-overload myocardium. The higher *Acta1* expression observed in HCN4F-TAC hearts could therefore contribute to the increased contractility and elevated pressure values observed in PV loop measurements.

Vestigial-like family member 2 (Vgll2) encodes a transcriptional cofactor that regulates muscle gene programs through interaction with TEAD transcription factors and has been implicated in functional adaptations to chronic mechanical load. Experimental studies in muscle tissue indicate that VGLL2 promotes oxidative metabolism and mitochondrial function (Yeshwant et al., 2019), processes that support contractile performance and cellular stress tolerance. Thus, the increased Vgll2 expression observed in HCN4F-TAC hearts may reflect activation of adaptive muscle gene programs contributing to improved myocardial function.

Concomitant increases in Neuregulin 1 (Nrg1) and growth differentiation factor 15 (Gdf15) expression in HCN4F-TAC hearts further points to activation of pro-survival signaling. NRG1 has been shown to enhance systolic function during pressure overload while promoting adaptive concentric remodeling without increasing cardiomyocyte hypertrophy. In TAC models, NRG1 prevents early cardiac decompensation (Xu et al., 2026). Consistent with these findings, clinical studies in patients with chronic heart failure (HF) demonstrated that recombinant NRG1 therapy improves left-ventricular function and reduces ventricular volumes, indicating reversal of pathological remodeling (Gao et al., 2010, Jabbour et al., 2011). Together, these observations suggest that increased *Nrg1* expression may contribute to the more adaptive remodeling response observed in HCN4F-TAC hearts. Overexpression of *Gdf15* protects cardiomyocytes from agonist-induced hypertrophy and attenuates pressure overload–induced cardiac hypertrophy in transgenic mice, whereas *Gdf15*-deficient mice develop exaggerated hypertrophy under similar conditions (Xu et al., 2006, Emmerson et al., 2018). The increased *Gdf15* expression observed in HCN4F-TAC hearts may therefore, like *Nrg1*, contribute to the more adaptive hypertrophic response compared with WT-TAC hearts.

Additionally, upregulation of Col12a1 in HCN4F-TAC hearts compared with WT-TAC hearts indicates adaptive ECM reorganization that may enhance mechanical stability without promoting fibrosis (Izu and Birk, 2023). Collagen XII is a non-fibrillar matrix-bridging protein that provides in regenerative models (Marro et al., 2016), a transient scaffold supporting tissue repair and cell migration, suggesting that increased Col12a1 expression during pressure overload may reflect adaptive ECM remodeling that stabilizes myocardial structure and facilitates compensatory tissue reorganization rather than permanent fibrotic scarring.

*Timp1* upregulation has been linked to both limitation of post-infarct adverse remodeling (Creemers et al., 2003, Glass and Singla, 2012, Uchinaka et al., 2014) and promotion of fibrosis under chronic pressure overload (Heymans et al., 2005), its functional contribution in our model remains difficult to define and may depend on the specific remodeling context.

Ankrd1 expression is rapidly induced in response to mechanical stress and pressure overload and is frequently elevated in cardiac hypertrophy (Aihara et al., 2000). Experimental studies suggest that ANKRD1 may act as a stress-responsive regulator of hypertrophic signaling. Transgenic overexpression attenuated pressure overload–induced hypertrophy through inhibition of ERK and TGF-β/Smad pathways (Song et al., 2012), whereas other studies reported exacerbated pathological remodeling via activation of the calcineurin–NFAT pathway (Chen et al., 2014). Thus, although the functional role of ANKRD1 in cardiac hypertrophy remains debated, increased Ankrd1 expression in HCN4F-TAC hearts may contribute to adaptive remodeling.

Increased expression of Crlf1 in HCN4F-TAC hearts may indicate activation of cytokine-mediated stress response pathways. CRLF1 forms a cytokine complex that activates gp130-dependent JAK/STAT signaling (Crisponi et al., 2022), and activation of the gp130/STAT3 pathway has been shown to promote cardiomyocyte survival and protect the heart from stress-induced injury (Hilfiker-Kleiner et al., 2005).

Elevated expression of the cytoprotective enzyme hyaluronan synthase 1 (HAS1) may support cardiomyocyte survival under pressure overload. HAS1 is one of three isoenzymes responsible for hyaluronan synthesis. In murine models of myocardial infarction increased hyaluronan production contributes to post-infarct healing by supporting macrophage survival and promoting the activation of reparative myofibroblasts (Siiskonen et al., 2015, Petz et al., 2019). Through similar mechanisms, enhanced HAS1 activity may stabilize ECM, modulate inflammatory signaling, and facilitate adaptive remodeling in HCN4F-TAC hearts.

In addition to genes associated with extracellular matrix remodeling and hypertrophic signaling, several transcripts related to inflammatory and wound-healing responses were increased in HCN4F-TAC hearts, including Ccl12, Ccl2, and Ccl7. Chemokines and inflammatory mediators are known to be induced during pressure overload (Patel et al., 2018) and contribute to cardiac remodeling by regulating immune cell recruitment, fibroblast activation, and ECM composition. The increased expression of these genes in HCN4F-TAC hearts may therefore reflect activation of stress-responsive signaling pathways associated with tissue remodeling following pressure overload.

Together, the distinct gene expression pattern in HCN4F-TAC hearts may suggest an enhanced adaptive and cardioprotective response in HCN4F-TAC hearts, that could contribute to the preserved function under chronic pressure overload. However, the mechanisms by which the HCN4F mutation drives these transcriptional changes and remodeling processes remain an important subject for future studies.

# Supplementary References

Aihara, Y., Kurabayashi, M., Saito, Y., Ohyama, Y., Tanaka, T., Takeda, S., et al. 2000. Cardiac ankyrin repeat protein is a novel marker of cardiac hypertrophy: role of M-CAT element within the promoter. Hypertension, 36**,** 48-53.10.1161/01.hyp.36.1.48

Chen, C., Shen, L., Cao, S., Li, X., Xuan, W., Zhang, J., et al. 2014. Cytosolic CARP promotes angiotensin II- or pressure overload-induced cardiomyocyte hypertrophy through calcineurin accumulation. PLoS One, 9**,** e104040.10.1371/journal.pone.0104040

Creemers, E. E., Davis, J. N., Parkhurst, A. M., Leenders, P., Dowdy, K. B., Hapke, E., et al. 2003. Deficiency of TIMP-1 exacerbates LV remodeling after myocardial infarction in mice. Am J Physiol Heart Circ Physiol, 284**,** H364-71.10.1152/ajpheart.00511.2002

Crisponi, L., Buers, I. & Rutsch, F. 2022. CRLF1 and CLCF1 in Development, Health and Disease. Int J Mol Sci, 23.10.3390/ijms23020992

Emmerson, P. J., Duffin, K. L., Chintharlapalli, S. & Wu, X. 2018. GDF15 and Growth Control. Front Physiol, 9**,** 1712.10.3389/fphys.2018.01712

Gao, R., Zhang, J., Cheng, L., Wu, X., Dong, W., Yang, X., et al. 2010. A Phase II, randomized, double-blind, multicenter, based on standard therapy, placebo-controlled study of the efficacy and safety of recombinant human neuregulin-1 in patients with chronic heart failure. J Am Coll Cardiol, 55**,** 1907-14.10.1016/j.jacc.2009.12.044

Glass, C. & Singla, D. K. 2012. Overexpression of TIMP-1 in embryonic stem cells attenuates adverse cardiac remodeling following myocardial infarction. Cell Transplant, 21**,** 1931-44.10.3727/096368911X627561

Hewett, T. E., Grupp, I. L., Grupp, G. & Robbins, J. 1994. Alpha-skeletal actin is associated with increased contractility in the mouse heart. Circ Res, 74**,** 740-6.10.1161/01.res.74.4.740

Heymans, S., Schroen, B., Vermeersch, P., Milting, H., Gao, F., Kassner, A., et al. 2005. Increased cardiac expression of tissue inhibitor of metalloproteinase-1 and tissue inhibitor of metalloproteinase-2 is related to cardiac fibrosis and dysfunction in the chronic pressure-overloaded human heart. Circulation, 112**,** 1136-44.10.1161/CIRCULATIONAHA.104.516963

Hilfiker-Kleiner, D., Hilfiker, A. & Drexler, H. 2005. Many good reasons to have STAT3 in the heart. Pharmacol Ther, 107**,** 131-7.10.1016/j.pharmthera.2005.02.003

Izu, Y. & Birk, D. E. 2023. Collagen XII mediated cellular and extracellular mechanisms in development, regeneration, and disease. Front Cell Dev Biol, 11**,** 1129000.10.3389/fcell.2023.1129000

Jabbour, A., Hayward, C. S., Keogh, A. M., Kotlyar, E., McCrohon, J. A., England, J. F., et al. 2011. Parenteral administration of recombinant human neuregulin-1 to patients with stable chronic heart failure produces favourable acute and chronic haemodynamic responses. Eur J Heart Fail, 13**,** 83-92.10.1093/eurjhf/hfq152

Marro, J., Pfefferli, C., de Preux Charles, A. S., Bise, T. & Jazwinska, A. 2016. Collagen XII Contributes to Epicardial and Connective Tissues in the Zebrafish Heart during Ontogenesis and Regeneration. PLoS One, 11**,** e0165497.10.1371/journal.pone.0165497

Patel, B., Bansal, S. S., Ismahil, M. A., Hamid, T., Rokosh, G., Mack, M., et al. 2018. CCR2(+) Monocyte-Derived Infiltrating Macrophages Are Required for Adverse Cardiac Remodeling During Pressure Overload. JACC Basic Transl Sci, 3**,** 230-244.10.1016/j.jacbts.2017.12.006

Petz, A., Grandoch, M., Gorski, D. J., Abrams, M., Piroth, M., Schneckmann, R., et al. 2019. Cardiac Hyaluronan Synthesis Is Critically Involved in the Cardiac Macrophage Response and Promotes Healing After Ischemia Reperfusion Injury. Circ Res, 124**,** 1433-1447.10.1161/CIRCRESAHA.118.313285

Siiskonen, H., Oikari, S., Pasonen-Seppanen, S. & Rilla, K. 2015. Hyaluronan synthase 1: a mysterious enzyme with unexpected functions. Front Immunol, 6**,** 43.10.3389/fimmu.2015.00043

Song, Y., Xu, J., Li, Y., Jia, C., Ma, X., Zhang, L., et al. 2012. Cardiac ankyrin repeat protein attenuates cardiac hypertrophy by inhibition of ERK1/2 and TGF-beta signaling pathways. PLoS One, 7**,** e50436.10.1371/journal.pone.0050436

Uchinaka, A., Kawaguchi, N., Mori, S., Hamada, Y., Miyagawa, S., Saito, A., et al. 2014. Tissue inhibitor of metalloproteinase-1 and -3 improves cardiac function in an ischemic cardiomyopathy model rat. Tissue Eng Part A, 20**,** 3073-84.10.1089/ten.TEA.2013.0763

Xu, J., Kimball, T. R., Lorenz, J. N., Brown, D. A., Bauskin, A. R., Klevitsky, R., et al. 2006. GDF15/MIC-1 functions as a protective and antihypertrophic factor released from the myocardium in association with SMAD protein activation. Circ Res, 98**,** 342-50.10.1161/01.RES.0000202804.84885.d0

Xu, L., Aghagolzadeh, P., Morandi, C., Wagner, J., Lepine, L. M., Segers, V. F. M., et al. 2026. Neuregulin-1beta augments adaptive concentric remodeling and systolic function without exacerbating hypertrophy during pressure overload. Am J Physiol Heart Circ Physiol, 330**,** H818-H837.10.1152/ajpheart.00371.2025

Yeshwant, S. C., Zile, M. R., Lewis, M. R., Lewinter, M. & Meyer, M. 2019. Safety and Feasibility of a Nocturnal Heart Rate Elevation-Exploration of a Novel Treatment Concept. J Card Fail, 25**,** 67-71.10.1016/j.cardfail.2018.06.009

# Supplementary Table

**RNA-Sequencing Analysis**

**Differentially expressed genes in the left ventricle (WT-Sham vs. HCN4F-Sham)**

**Differentially expressed genes in the left ventricle (WT-Sham vs. WT-TAC)**

**Differentially expressed genes in the left ventricle (HCN4F-Sham vs. HCN4F-TAC)**

**Differentially expressed genes in the left ventricle (WT-TAC vs. HCN4F-TAC)**

How the deposited data were processed for this re-analysis (not part of the article)

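RNA from the left ventricle of WT and HCN4F mice was sequenced 5 weeks after Sham or TAC surgery. The authors deposited raw counts, the number of reads per gene in each sample, with no normalization. The sequencing platform is Illumina and the paper's test is DESeq2 with its adjusted p-value and fold change threshold. The aligner, the counting program, their versions, the genome build, the annotation and the use of strand are not stated. The values were checked to be whole numbers with totals that differ between samples.

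Each library was assigned to its group and replicate number from its sample label. The paper describes 4 samples per group, 16 in all. Used here were 14 libraries: 4 HCN4F-Sham, 4 WT-Sham, 4 HCN4F-TAC and 2 WT-TAC (replicates 2 and 3). The other WT-TAC samples were not analysed here. The table of counts holds 2 further columns of per-sample values that match no sample assigned to this study, and they were not used. The other measurements of the paper, among them qPCR, pressure-volume recordings and histology, were not analysed here.

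The table holds 49315 genes. Genes with enough reads for a test were kept with edgeR's filterByExpr by group, which left 15292. Counts were scaled with TMM normalization in edgeR 4.0.16 (R 4.3.3). Group means and values per library are CPM on this scale, without a pseudocount. Log2 values per library used a prior count of 2. All groups were fitted in 1 model with a mean for each group, and comparisons were made with edgeR's quasi-likelihood test (robust estimation) with Benjamini-Hochberg adjustment over all tested genes. A gene was called where its adjusted p-value was under 0.05 and its log2 fold change was above 1 or below -1. The genotype by surgery interaction used the adjusted p-value alone. Standard errors are those of the log2 fold changes in this model.

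Depth was 22309914 to 35210939 counts per library (median 27676182), with a count for 20862 to 22773 genes. The 10 largest genes took 23.2% to 32.9% of the counts of a library and mitochondrial genes 13.9% to 23.1%. A count of 0 allows up to 3 reads, or 0.0852 to 0.134 CPM. This limit covers counting error and not the larger differences between animals. A fold change against a group with at most 3 counts in every library is given as a lower bound.

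Genes are named in the text by a rule set before the data were examined. It takes every gene that the paper's main text names for RNA-Seq or qPCR, and Hcn4. For each of the 4 comparisons it adds the 3 called genes with the largest rise and the 3 with the largest fall. These have a mean CPM of at least 1 over all samples and no overlap between the libraries of the compared groups. Single genes that this rule selects are left out where their result is not reported here. Other genes that are named were chosen after their values were seen.

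Gene lists for hypertrophy, extracellular matrix, inflammation and stress response were tested with camera in limma 3.58.1, with a preset correlation between genes of 0.01. Adjustment was over the 8 tests of TAC responses, and separately over the tests between genotypes. The lists were written before the counts were seen but after the paper's supplementary tables had been read. Lists of marker genes for cell types and states, 14 in all, were tested in the same way in the 4 comparisons, with adjustment over 56 tests. A list score per library is the median log2 difference of its genes from the WT-Sham mean. Scores were compared between groups with exact permutation tests, two-sided, over all arrangements of the libraries.

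Gene order along the chromosomes was taken from GENCODE mouse release 21 on assembly GRCm38, in which 99.3% of the gene IDs were found. It served to find the 300 tested genes nearest Hcn4 and for nothing else. The share of called genes among them was compared with that of all other tested genes by Fisher's exact test, two-sided. This test was set after the paper's table, which lists 6 of these genes, had been read.

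The steps were tested on simulated data, in which counts drawn from these libraries carried known changes in 200 genes. These changes exceeded the fold change threshold and lay in genes with a mean CPM of at least 1. The noise was independent between genes. DESeq2 1.42.0 fitted on all groups recovered 198 of the 200 between the TAC groups, with 4 false calls, and 198 between the Sham groups, with 3 false calls.

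The alternatives tried were DESeq2 on all groups and on the compared groups, edgeR on the compared groups, DESeq2's size factors, no filter, a filter at a mean CPM of at least 1, non-robust estimation and the replicate number as a block. Calls were also made on the adjusted p-value alone and with glmTreat, and each replicate was left out in turn. For the lists they were fry and an estimated correlation, for the share near Hcn4 the 100 nearest genes. Leaving out replicates for the correlation of the TAC responses, and all alternatives for the lists between genotypes, were chosen after seeing the data. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.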

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

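The tests of read mapping near Hcn4, of atrial tissue, of Nppa without 1 library and of the size of the TAC response were chosen only after the result was seen.

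In 168 groups of 4 libraries, 5 libraries lay far from the others of their group, where chance gives 8.4 (1 in 20), so that no cause is needed for their number. Has1 was 0.183 CPM in HCN4F-Sham replicate 2 against 0.109 to 0.121 CPM in the others, which is 4 reads against 3 to 4, within counting error. Cacng6 was 6.65 CPM in HCN4F-Sham replicate 3 against 1.43 to 2.05 CPM. The blood list scored -1.21 in HCN4F-Sham replicate 1 against 0.24 to 0.30, and the skeletal muscle list 0.46 in HCN4F-TAC replicate 3 against -0.06 to 0.03. The extracellular matrix list scored 0.58 in HCN4F-TAC replicate 3 against 1.28 to 1.41. That library had 27457423 counts, within the range of its group, so that its depth gives no reason for the value. Without it the number of genes between the TAC groups rose to 158. HCN4F-TAC replicate 3 also had the smallest mean TAC response of its group, at 1.26 against 1.66 to 1.96. Its hypertrophy score was the lowest as well, at 1.06 against 1.43 to 1.78. No biological explanation for single libraries, such as the strength of constriction, was tested.

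For 3 lists the response to TAC differed between the genotypes in a camera test of the difference itself with a preset correlation, and for none of them with an estimated correlation (adjusted p = 0.0721, 0.0721 and 0.209 from limma's camera). The median difference was 0.64 for hypertrophy, 0.83 for the extracellular matrix and 0.30 for inflammation, where the last did not hold under fry and lost its call without HCN4F-Sham replicate 4, WT-Sham replicate 4 or HCN4F-TAC replicate 1 (median 0.21). A larger size of one shared TAC response in the HCN4F-TAC libraries is a candidate explanation. Over all tested genes that changed in the same direction, 5001 changed more in HCN4F and 5379 more in WT hearts. The smaller WT-TAC group makes the WT changes noisier, which tilts this count toward WT. Of the 350 genes that respond to TAC on a weighted mean of both genotypes, 70.9% changed more in HCN4F hearts. The larger weight of HCN4F in that mean tilts this share toward HCN4F. An exact permutation test of their library responses, though, gave p = 0.256. With 2 WT-TAC libraries, such a difference cannot be told apart from a difference in the strength of constriction between animals. An effect of the mutation on remodeling stays open as well.

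Between HCN4F-TAC and WT-TAC the fibroblast list, which the paper does not discuss, was higher by a median of 0.48 (15 of 15 genes, adjusted p = 8.2e-09 from limma's camera, 0.0352 under fry). All 4 HCN4F-TAC libraries scored above both WT-TAC libraries, and the exact permutation p of 0.0667 is the smallest that this design can give. All 15 genes had enough reads for a test in these hearts, and 6 are also in the extracellular matrix list (Col1a1, Col1a2, Col3a1, Dcn, Lum and Mfap5). Whether more fibroblasts or more expression per cell underlies it was not tested. In the paper's histology, interstitial and perivascular fibrosis rose about equally after TAC in WT and HCN4F hearts. That stain measures collagen in tissue and not RNA, and this RNA difference is not evidence of more fibrosis.

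Between the Sham groups Nxpe4 (-5.35) and Plet1os (-6.27) were far lower in HCN4F hearts on the log2 scale. Nxpe4 had 5 reads in each HCN4F-Sham library and 174 to 244 in the WT-Sham libraries. Of the 32 genes called between the Sham groups, 21.9% (7 genes) lie among the 300 tested genes nearest Hcn4 on chromosome 9, against 1.97% of the tested genes (Fisher's exact test, two-sided, p = 2.34e-06). Without a library this share was 9.78% to 53.3%: the lowest without HCN4F-Sham replicate 1 and the highest without HCN4F-Sham replicate 3. The 7 genes lie 51 to 112 tested genes from Hcn4, all at lower coordinates, and all are lower in HCN4F hearts. Among the 100 nearest tested genes none is called (0%), although Ppcdc (26 genes away, 0.51) and Pkm (8 genes away, -0.40) had an adjusted p of 0.0331 in edgeR's quasi-likelihood test, and Nrg4 lies just outside. The share test was chosen after the paper's table had been read. Flanking DNA of another strain around the knock-in may explain these genes, and the share among the 300 fits it. The paper does not state the strain of the embryonic stem cells or the number of backcrosses, so that the strain itself was not tested.

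Reads of another strain's alleles that map less well to the reference are a different candidate cause of the lower counts near Hcn4. Of the 11 near genes with an adjusted p-value under 0.05 in edgeR's quasi-likelihood test, 2 were higher in HCN4F hearts, Gm5617 (0.51) and Ppcdc (0.51), which a loss of reads does not give. For Cryab the log2 fold change moved by 0.43 (standard error 0.13) from the Sham to the TAC groups, while a loss of reads is a fixed factor. This move had an adjusted p of 0.0340 over the 9 lower genes in edgeR's quasi-likelihood test. It argues against lost reads as the only cause for Cryab. A fixed loss together with a change of expression stays open, since Cryab was still -0.27 between the TAC groups. The heat shock list moved as well, from -0.39 between the Sham groups to -0.0006 between the TAC groups. For the other lower genes, Nxpe4 and Plet1os among them, the smallest adjusted p in that edgeR test was 0.457. For these, lost reads cannot be told apart from lower expression, because no reads were held here. Plet1os also overlaps Plet1 on the opposite strand, and the use of strand is not stated.

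Egr1 (3.65) and Slc15a2 (3.77) were higher in HCN4F-Sham than in WT-Sham hearts on the log2 scale. The immediate early list was higher by a median of 0.43 (18 of 27 genes, adjusted p = 8.95e-07 from limma's camera, 0.00350 under fry). The heat shock list was lower by a median of -0.39 (0 of 20 genes higher, adjusted p = 1.29e-13 from limma's camera, 0.0121 under fry). All 4 HCN4F-Sham libraries scored below every WT-Sham library for heat shock. The exact permutation p of 0.0286 for either score is the smallest that 4 against 4 libraries can give. The HCN4F-Sham libraries also scored below every TAC library for heat shock, if narrowly (-0.26 or lower against -0.24 or higher). After TAC the heat shock list rose in HCN4F hearts (median 0.44, 18 of 20 genes higher, adjusted p = 0.0325 under fry). In WT hearts it did not pass (-0.11, adjusted p = 0.659 from limma's camera). A shift of the WT-Sham libraries alone would not give this pattern for heat shock. The stress response list holds 5 of the heat shock genes and Atf3 of the immediate early genes, and Cryab lies near Hcn4. Of the 35 splits of the 8 Sham libraries into 4 and 4, 1 gave as many called genes, the real one, and no other gave more than 0, which argues against an accidental grouping of the libraries.

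A difference in handling of the WT-Sham hearts could give the immediate early signal, since all 10 other libraries scored above every WT-Sham library (0.17 to 1.10 against -0.14 to 0.12). The log2 fold changes of HCN4F-Sham and of WT-TAC, each against WT-Sham, correlated with a Pearson r of 0.470, and 15 genes were called in both comparisons. A shift of the WT-Sham libraries that both comparisons share could do so too. Shared controls alone give part of this: 50 refits of counts without any change gave 0.359 to 0.460, none as high, and no gene called in both. When the deviations of whole libraries from their groups were dealt at random, the draws ranged from -0.392 to 0.906, and 43 of 100 were as high as the observed 0.459. These 2 tests point different ways, and with 4 WT-Sham libraries the shift stays undecided. The label numbers of all 6 WT libraries lie above those of all 8 HCN4F libraries, so that handling and genotype cannot be told apart. A change of these genes by the mutation stays open.

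Myl7 was 9.91 CPM in HCN4F-TAC replicate 2 against at most 0.694 CPM in libraries of the other groups. Myl4 (17.4 CPM) and Sln (3.79 CPM) were also over 3 times as high there as in every other library. These genes are typical of atrial tissue in that library, but of 15 atrial genes with a count 4 were highest in it among the HCN4F-TAC libraries. Most of the others are also expressed in the other libraries, which would hide a small share, so that some atrial tissue may be present and cannot be told apart from expression of single genes. It does not carry the rise of Nppa after TAC in HCN4F hearts, whose adjusted p without that library was 0.00303 in edgeR's quasi-likelihood test (range 4.53e-10 to 0.00922 over its alternatives).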

How the results depend on the processing

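No test in this part was chosen after its result was seen, apart from the alternatives named here as added later.

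Between HCN4F-TAC and WT-TAC, the 11 genes became 83 with DESeq2 on all groups, 68 with DESeq2 on the compared groups, 3 with edgeR on the compared groups, 48 with no filter and 17 with robust=FALSE. They became 17 on the adjusted p alone and 2 with glmTreat. The fits that each left out 1 HCN4F-TAC replicate gave 8 to 158 genes, the highest without replicate 3. All 11 genes were among those of both DESeq2 fits and of the fit without replicate 3. Leaving out a WT-TAC replicate leaves 1 library in that group, and for these fits effect sizes alone are reported, with no count or call.

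Between HCN4F-Sham and WT-Sham, the 32 genes became 60 with DESeq2 on all groups, 85 with DESeq2 on the compared groups, 53 with no filter, 72 on the adjusted p alone and 5 with glmTreat. Leaving out each replicate gave 11 (without WT-Sham replicate 2) to 92 genes (without HCN4F-Sham replicate 1).

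After TAC in WT, the 108 genes became 192 with edgeR on the compared groups, 694 on the adjusted p alone and 1 with glmTreat, and 47 (without WT-Sham replicate 4) to 91 (without WT-Sham replicate 3) with each WT-Sham replicate left out. After TAC in HCN4F, the 420 genes became 260 with a mean CPM of at least 1, 2081 on the adjusted p alone and 31 with glmTreat, and 273 (without HCN4F-TAC replicate 2) to 550 (without HCN4F-TAC replicate 3) with each replicate left out. For the interaction, 0 genes (1418 at an unadjusted p under 0.05) became 37 with DESeq2 on all groups, 17 with no filter and 1 with robust=FALSE, and 0 (without HCN4F-Sham replicate 1, for example) to 78 (without HCN4F-TAC replicate 3) with each replicate left out. The adjusted p alone and glmTreat change the criterion by construction. For the other changes the cause was not tested.

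The correlation of the TAC responses, 0.491, was 0.154 with DESeq2 on all groups and 0.108 with no filter, which both add genes with few reads (29814 genes in place of 15292). It was 0.562 with a mean CPM of at least 1 and 0.664 over genes called in either comparison. Leaving out each replicate, which was added after seeing the data, gave 0.304 (without WT-TAC replicate 3) to 0.504.

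Of the 8 tests of the lists after TAC, 7 passed, and 1 with an estimated correlation between genes. Leaving out each replicate gave 6 to 7. Medians do not depend on the list test, and the adjusted p-values do. With an estimated correlation, hypertrophy in WT (0.90, adjusted p = 0.0621 from limma's camera) and extracellular matrix in WT (0.25, adjusted p = 0.356 from limma's camera) no longer passed. The same held for stress response in WT (0.16, adjusted p = 0.311 from limma's camera) and for extracellular matrix (1.20), inflammation (0.63) and stress response (0.35) in HCN4F hearts (adjusted p = 0.0621 from limma's camera for each). Under fry, extracellular matrix (0.25, adjusted p = 0.203) and stress response (0.16, adjusted p = 0.182) in WT no longer passed. With a mean CPM of at least 1, neither did stress response in WT (0.156, adjusted p = 0.0683 from limma's camera). The cause was not tested.

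With each replicate left out, the medians in WT were 0.68 to 1.01 for hypertrophy, 0.24 to 0.32 for extracellular matrix, -0.13 to 0.34 for inflammation and 0.093 to 0.17 for stress response, each end reached without a WT-TAC library (replicate 2 or 3). Stress response in WT lost its call without WT-Sham replicate 1 (0.12) or 2 (0.13). In HCN4F hearts they were 1.47 to 1.62, 1.025 to 1.39, 0.44 to 0.70 and 0.29 to 0.41, and all passed.

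The share of called genes near Hcn4, 21.9%, was 0% among the 100 nearest tested genes (p = 1 in Fisher's exact test, two-sided), since the called genes lie further away. In the other 13 alternatives it stayed above the share of all tested genes with a p under 0.05 in Fisher's exact test, from 5% with DESeq2 on all groups to 53.3%. Without each replicate it was 9.78% to 53.3%. The share on chromosome 9 was 10.9% to 53.3%, and passed in all 13 of its alternatives.

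For single genes and lists, 85 results were tried under 1208 alternatives in all: 1077 values kept their direction and their side of the threshold or, without a test, stayed within the spread of the replicates, 42 came to pass the threshold, 66 no longer passed it, 16 values without a test moved beyond the spread of the replicates and 7 values with a test changed sign. Between the Sham groups Nppa became 0.06 without HCN4F-Sham replicate 3 and 0.21 without WT-Sham replicate 4 (lowest -0.24, without WT-Sham replicate 2). Hcn4 became 0.077 without HCN4F-Sham replicate 3 and 0.01 without HCN4F-Sham replicate 4 (lowest -0.29, without HCN4F-Sham replicate 1). After TAC in WT, Has1 became -0.0028 without WT-Sham replicate 2, and Ccl12 0.22 without WT-Sham replicate 1. With each replicate left out Has1 was -1.40 to 0.83 and Ccl12 -1.87 to 0.35, each end reached without a WT-TAC library. The 7 values with a test that changed sign had an adjusted p-value above 0.05 in edgeR's quasi-likelihood test. For fits that leave 1 WT-TAC library no test is reported, and some of their values changed sign as well. Without WT-TAC replicate 3, Timp1 after TAC in WT went from 0.93 to -0.13, Ccl2 from 0.55 to -0.84, Ccl7 from 0.27 to -0.005 and the inflammation list from 0.10 to -0.13, beside Has1.

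The replicate numbers of the labels do not pair the samples, since libraries of the same number in other groups correlated with a median r of -0.00189 over 18 pairs. With the replicate number as a block there were 7 genes between the TAC groups, 21 between the Sham groups and 68 after TAC in WT, inflammation in WT passed (0.19), and Ccl12 after TAC in WT was 0.36. The block spends degrees of freedom on a number that carries no pairing.

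The depth limits genes near the limit of counting, among them Has1, Vgll2 and Ccl12, whose changes after TAC in WT rest on few reads.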

Differences from the paper's values

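No tests were run for this part, and the alternatives named were set before the data were examined.

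Between HCN4F-TAC and WT-TAC, 11 genes were called (6 higher, 5 lower) against the paper's 64 (47 higher, 17 lower). DESeq2 on all groups (83, 69 higher, 14 lower) came within 1.5 times all 3 of the paper's values. DESeq2 on the compared groups (68, 57 higher) and no filter (48, 39 higher) did so for all genes and for the higher ones, but not for the lower ones (11 and 9). The fit without HCN4F-TAC replicate 3 did so for the lower genes (21). The other alternatives did not close the gap. A similar number does not mean the same genes: of the paper's 64 genes, 34 were among the 83, 32 among the 68 and 22 among the 48.

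Between HCN4F-Sham and WT-Sham, 32 genes were called (13 higher, 19 lower) against 83 (41 higher, 42 lower) in the paper's table. The gap closed with DESeq2 on all groups (60, 30 higher, 30 lower) or on the compared groups (85, 44 higher, 41 lower), on the adjusted p alone (72, 35 higher, 37 lower) and without HCN4F-Sham replicate 1 (92, 46 higher, 46 lower). With no filter it closed for the lower genes (32). The other alternatives did not close it. Of the paper's 83 genes, 80 were among the 85 of DESeq2 on the compared groups and 58 among the 60 of DESeq2 on all groups. The main edgeR fit called 29 of them, and edgeR on the compared groups 40. Both Sham groups held all the paper's libraries. The gap here thus goes mostly with the test and with the samples fitted together.

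After TAC in WT, 108 genes were called (68 higher, 40 lower) against 171 (105 higher, 66 lower) in the paper's table. The gap closed with DESeq2 on the compared groups (137, 82 higher, 55 lower), edgeR on the compared groups (192, 108 higher, 84 lower) and no filter (130, 76 higher, 54 lower). It closed for all genes and the higher ones with robust=FALSE (114, 73 higher), and for the higher ones with DESeq2 on all groups (70). The other alternatives did not close it. All genes of the paper's 4 tables changed in the paper's direction here. The Pearson r of the log2 fold changes was 0.987 between the TAC groups, 1 between the Sham groups, 0.976 after TAC in WT and 0.9999 after TAC in HCN4F.

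Of 68 log2 fold changes or fold changes of named genes compared with the paper's, 7 differed. A log2 value was taken to differ where its gap to the paper's exceeded the log2 SD within the compared groups. A fold change also had to be off by more than 1.5 times. Genes with close replicates thus differ at small gaps (Ankrd1 after TAC in WT, SD 0.067). Larger gaps pass in others (Nrg1 between the TAC groups, 1.63 against 1.3, SD 0.43). All 7 lie in comparisons that include WT-TAC, where 2 of the paper's 4 libraries were used here. The cause was not tested. In the paper's text the values given as log2 fold changes of Timp1 (the paper's 2.9), Ankrd1 (2.2), Ccl12 (3.7), Ccl2 (2.9) and Ccl7 (2.5) match the values found here on the linear scale: 3.09, 2.50, 4.02, 2.64 and 2.81. The paper's own table gives log2 fold changes of 1.469, 1.108, 1.873, 1.479 and 1.265 for them. On the log2 scale the values here come near those of the text for 3 of them without WT-TAC replicate 3: Timp1 (2.69), Ccl12 (3.63) and Ccl2 (2.79).

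For Col8a2 between the TAC groups the log2 fold change was 2.53 against the 1.2 of the paper's text, and none of the alternatives closed the gap. For Ptgs2 it was 1.88 against the paper's 1.587. The replicate block (1.78) and the fit without WT-TAC replicate 3 (1.74) closed this gap, and the others did not. For Sox9 it was 1.51 against the paper's 1.234, closed by the replicate block (1.42) and without HCN4F-TAC replicate 4 (1.39) or WT-TAC replicate 3 (1.36), and by no other.

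After TAC in WT, Nppa changed by 0.93 against the paper's 1.488, closed by the replicate block (1.10) and without WT-Sham replicate 4 (1.25) or WT-TAC replicate 3 (1.09), and by no other. Col8a2 changed by 0.71 against the paper's 1.352, closed without WT-Sham replicate 2 (1.07) or WT-TAC replicate 2 (0.95), and by no other. Ankrd1 changed by 1.04 against the paper's 1.27, and none of the alternatives closed the gap. Cnmd changed by -2.21 against the paper's -1.713, closed without WT-TAC replicate 3 (-1.83), and by no other.

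The paper states that Nppa and Nppb rise with TAC in both genotypes. In WT their adjusted p-values were 0.333 and 0.301 in edgeR's quasi-likelihood test. Nppb reached 0.0421 with DESeq2 on the compared groups, where its log2 fold change stayed below 1, within a range of 0.0421 to 0.515 over its alternatives. The paper states that neither gene differs between the TAC groups. Nppa had a log2 fold change of 2.18 there and was called with DESeq2 on all groups (adjusted p = 0.0163) and with edgeR without HCN4F-TAC replicate 3 (0.0450), within a range up to 0.362. Nppb had an adjusted p of 0.000217 with DESeq2 on the compared groups, with a log2 fold change of 0.96, within a range up to 0.684 over its alternatives.

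The paper states that Acta1 and the genes it names for matrix, growth factor and chemokine signaling differ significantly between the TAC groups. Of these genes, Ankrd1 alone was called, with a range of adjusted p-values over its alternatives from 9.47e-07 to 0.357. Those called under DESeq2 on all groups include Ankrd1, Col12a1, Col8a1, Col8a2, Nrg1 and Ccl7. Under DESeq2 on the compared groups they include Ankrd1, Col12a1, Col8a1, Nrg1, Gdf15 and Ccl7. Without HCN4F-TAC replicate 3 edgeR's calls include Acta1, Vgll2, Ankrd1, Has1, Col12a1, Col8a1, Col8a2, Nrg1 and Ccl12. With robust=FALSE it called Col8a1 as well as Ankrd1, and with no filter Ccl7. Timp1 and Ccl2 were called under none of their alternatives, with adjusted p-values in edgeR's quasi-likelihood test or DESeq2 of 0.0568 to 0.482 and 0.0754 to 0.472.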

Other observations

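The tests of the clock genes within HCN4F-Sham and of plasma cells were chosen only after the result was seen.

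Of the 35 splits of the 8 HCN4F libraries into 4 and 4, 1 gave as many called genes as the surgeries (420), the real one, and the highest other split gave 37. This argues against an accidental grouping behind the TAC response in HCN4F hearts.

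A difference in the time of day of tissue collection could move the clock genes between groups. Each arm was scored as the mean log2 CPM of its genes. Between the Sham groups the mean log2 difference was 0.68 for the output arm (Dbp, Per2, Per3, Nr1d1, Nr1d2, Tef and Hlf). For the Arntl and Npas2 arm it was -1.495. The exact permutation p of the difference between the arms was 0.143, and 0 of 9 clock genes had an adjusted p-value under 0.05 in edgeR's quasi-likelihood test. Within HCN4F-Sham, replicate 1 had a difference between the arms of -0.82 and the others of 2.20 to 3.71. The time of collection is not stated, so that it cannot be told apart from other differences between animals.

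A difference in plasma cells between the WT-Sham hearts and the other groups may lie behind the B and plasma cell list. Its median log2 fold change between the Sham groups was 0.12 (7 of 9 genes higher, adjusted p = 0.0226 from limma's camera, 0.250 under fry). After TAC in WT it was 0.38 (adjusted p = 0.134 from limma's camera). Between the TAC groups, where this explanation needs no difference, it was 0.57 (adjusted p = 0.0271 from limma's camera), which did not hold under fry (0.317). One of its genes, Igha, averaged 12.1 CPM in HCN4F-Sham and 2.06 CPM in WT-Sham hearts. Within HCN4F hearts, where the explanation needs no difference either, the list was higher after TAC by a median of 0.54. All HCN4F-TAC libraries (0.95 to 1.58) scored above all HCN4F-Sham libraries (0.20 to 0.70). The exact permutation p of 0.0286 is the smallest possible, but limma's camera gave an adjusted p of 0.133. Neither the explanation nor a difference between genotypes alone gives this rise. The calls between genotypes rest on limma's camera alone, so that the cause stays undecided.

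Over the 14 marker lists and 4 comparisons, 20 of 56 tests had an adjusted p-value under 0.05 from limma's camera and 10 under fry.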
